# Tumor-induced natural killer cell dysfunction is a rapid and reversible process uncoupled from the expression of immune checkpoints

**DOI:** 10.1126/sciadv.adn0164

**Published:** 2024-08-28

**Authors:** Kévin Pouxvielh, Marie Marotel, Annabelle Drouillard, Marine Villard, Marion Moreews, Anna Bossan, Mathilde Poiget, Liliane Khoryati, Sarah Benezech, Lucie Fallone, Sarah Hamada, Noémi Rousseaux, Louis Picq, Yamila Rocca, Aurore Berton, Marine Teixeira, Anne-Laure Mathieu, Michelle Ainouze, Uzma Hasan, Alain Fournier, Olivier Thaunat, Antoine Marçais, Thierry Walzer

## Abstract

Natural killer (NK) cells often become dysfunctional during tumor progression, but the molecular mechanisms underlying this phenotype remain unclear. To explore this phenomenon, we set up mouse lymphoma models activating or not activating NK cells. Both tumor types elicited type I interferon production, leading to the expression of a T cell exhaustion-like signature in NK cells, which included immune checkpoint proteins (ICPs). However, NK cell dysfunction occurred exclusively in the tumor model that triggered NK cell activation. Moreover, ICP-positive NK cells demonstrated heightened reactivity compared to negative ones. Furthermore, the onset of NK cell dysfunction was swift and temporally dissociated from ICPs induction, which occurred as a later event during tumor growth. Last, NK cell responsiveness was restored when stimulation was discontinued, and interleukin-15 had a positive impact on this reversion. Therefore, our data demonstrate that the reactivity of NK cells is dynamically controlled and that NK cell dysfunction is a reversible process uncoupled from the expression of ICPs.

## INTRODUCTION

Natural killer (NK) cells are innate cytotoxic lymphocytes with important roles in antiviral immune responses (*1*) and in immunosurveillance (*2*) of cancers, especially hematological malignancies (*3*–*5*). NK cells display several effector functions, including granule-dependent cytotoxicity and secretion of inflammatory cytokines [tumor necrosis factor–α (TNF-α) and interferon-γ (IFN-γ)] and chemokines (CCL3 to CCL5) that are thought to have complementary roles during immune responses (*6*). Target cell recognition by NK cells is finely regulated through a wide range of activating (e.g., NKG2D, DNAM-I, NKp30, and NKp46) and inhibitory (e.g., KIRs and NKG2A) receptors. Mice deficient in activating NK cell receptors NKG2D, NKp46, and DNAM1 are more susceptible to different types of transplanted or spontaneous tumors (*7*–*9*). NK cell activation and effector functions are triggered when activating signals overcome inhibitory ones, the latter being provided upon recognition of major histocompatibility complex class I (MHC-I) molecules. Mechanistically, this involves opposing actions of kinases and phosphatases on common substrates (*10*). Tumor cells may lose MHC-I expression as a result of genomic instability combined with CD8 T cell–mediated editing (*11*), and MHC-I–negative cells are often strongly susceptible to NK cell–mediated lysis (*12*), a phenomenon known as missing-self recognition (*13*).

However, NK cells can become dysfunctional during cancer development not only in mouse models but also in humans. Different mechanisms could explain this dysfunction, including nutrient deficiencies related to the tumor microenvironment (*14*) as well as feedback mechanisms associated with chronic NK cell stimulation, which could predominate in MHC-I–deficient tumors (*15*, *16*). In such tumors, infiltrating NK cells acquire an anergic state manifesting as poor responsiveness to stimulation (*15*, *16*). NK cell dysfunction has been associated with either a decreased expression of activating NK cell receptors (*17*) or the transcriptional induction of inhibitory receptors from the immune checkpoint protein (ICP) family such as Lymphocyte Activation Gene 3 (Lag-3) (*18*), T cell Immunoreceptor with Ig and ITIM domains (TIGIT) (*19*, *20*), and T cell Immunoglobulin and Mucin domain-containing protein 3 (Tim-3) (*21*, *22*). In some studies (*23*) but not others (*24*), Programmed cell Death protein 1 (PD-1) expression has also been observed on dysfunctional NK cells, which could be the result of a trogocytosis process (*25*). However, if these changes in ICP expression are the cause, then the consequence or just correlates of dysfunction remain poorly understood. In many studies, cytokine treatments such as interleukin-21 (IL-21) (*23*), IL-12 (*18*), or IL-12/18 (*16*), either alone or in combination with ICP blockers (*14*, *18*), have been used to improve the antitumor function of NK cells. However, in most of these studies, it remains unclear if the beneficial effect of cytokines stemmed from priming NK cells that were not yet dysfunctional, from a genuine reinvigoration of dysfunctional cells, or from a bystander effect on other cells such as T cells. Along the same line, the positive effect of ICP blockers on NK cell function observed in a previous study may be indirect given that ICPs are largely shared among immune cell types (*26*).

The objective of this study was to establish an in vivo tumor model to investigate NK cell dysfunction, explore its association with ICPs, and evaluate its potential reversibility.

## RESULTS

### A mouse model for studying interactions between NK and tumor cells

To study the mechanisms of NK cell dysfunction, we developed a mouse model in which NK cells were highly activated by the tumor, given the established link between dysfunction and activation (*16*), and in which we could extract large numbers of NK cells. We modified the RMA lymphoma line by means of CRISPR-Cas9–mediated genome editing to knock out *B2m* expression. This resulted in a cell line devoid of surface MHC-I molecules H2D^b^, H2K^b^, and B2m expression (Fig. 1A and fig. S1A). *B2m*-deficient RMA cells were then transduced with a lentivirus expressing the ZsGreen fluorescent protein and the strong NKG2D ligand Rae1-β to obtain the RMA-*B2m* knockout (KO) Rae1-β^+^ line (thereafter called RMA-KR) (Fig. 1A and fig. S1A). RMA-KR cells were cloned by limiting dilution to prevent changes in their MHC-I/Rae1-β phenotype over time, and we verified that this phenotype was stable over culture passages (fig. S1A). As expected, RMA-KR cells were highly susceptible to NK cell–mediated killing (fig. S1B) and induced NK cell degranulation and production of IFN-γ (fig. S1C). RMA cells bearing only one of both modifications (RMA-*B2m*-KO or RMA-Rae1-β) displayed intermediate immunogenicity between parental RMA and RMA-KR cells. We chose to focus on the two extreme cell lines RMA and RMA-KR and injected intravenously different numbers of those in C57BL/6J mice then monitored mouse survival. As previously shown (*23*), RMA cells were very aggressive and led to a rapid death of mice, irrespective of the number of tumor cells injected (Fig. 1B). By contrast, mice receiving RMA-KR cells survived much longer, and this survival was inversely proportional to the number of tumor cells injected (Fig. 1B). Next, we analyzed RMA and RMA-KR tumor growth in the spleen, the main NK cell reservoir, taking advantage of ZsGreen expression by RMA and RMA-KR cells (Fig. 1C). RMA cells started growing in an exponential manner as soon as they were injected. By contrast, tumor growth was delayed in the RMA-KR model, with a lag phase followed by exponential growth (Fig. 1D). The latter phase was likely not due to tumor editing as (i) the expression of B2m and Rae1-β by RMA-KR cells was similar at early and late time points of tumor growth (fig. S1D) and (ii) RMA-KR cells sorted from mice at late stages of tumor growth remained highly susceptible to NK cell killing (Fig. 1E). In some experiments, we also monitored tumor growth in different organs. A visual inspection of the liver at late stages of tumor growth indicated the presence of large metastases (fig. S1E). A detailed flow cytometry analysis indicated that RMA-KR lymphoma cells preferentially infiltrated the liver, bone marrow, lungs, and spleen, and, to a lesser extent, the brain, lymph nodes, and blood (fig. S1F).

**Fig. 1.**
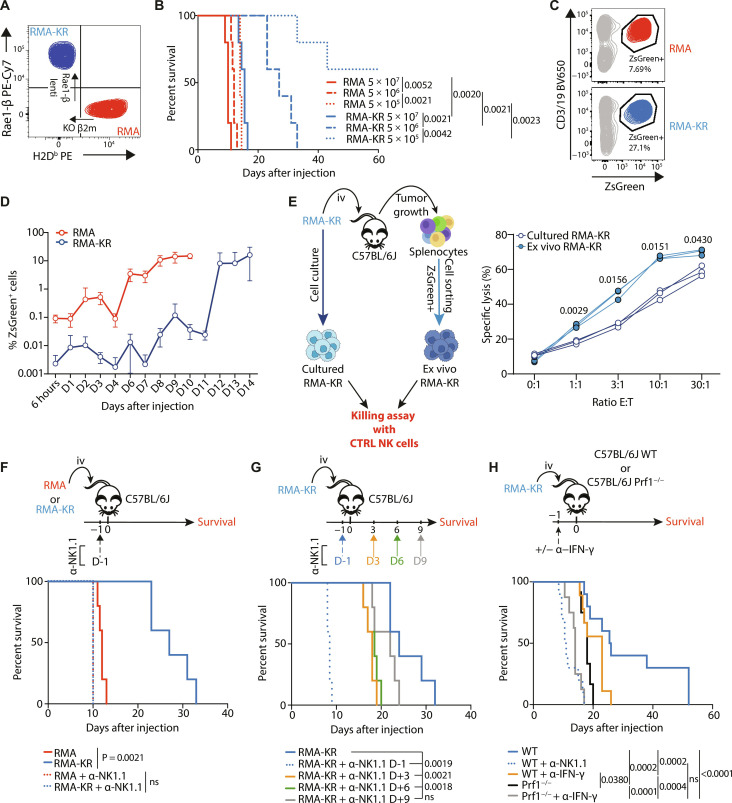
NK cells control of RMA-KR tumors. (**A**) Flow cytometry analysis of H2D^b^ and Rae1-β expression by RMA and RMA-KR cells. PE, phycoerythrin. (**B**) Survival analysis of mice injected intravenously (iv) with different numbers of RMA or RMA-KR cells, as indicated (*n* = 5 mice per group). Kaplan-Meier curves are shown and analyzed using the log-rank (Mantel-Cox) test (right). (**C**) Flow cytometry analysis of ZsGreen and CD3/19 (combined staining) in spleen cells from mice previously injected with tumor cells. (**D**) Kinetic analysis of the percentage of RMA or RMA-KR tumor cells among spleen cells in mice previously injected with tumor cells (total of 74 mice for RMA and 115 for RMA-KR). (**E**) RMA-KR cells were FACS-sorted from the spleen of C57BL/6J mice at late stages of tumor growth and used as targets in a cytotoxicity assay using resting NK cells as effectors; the original RMA-KR cultured line was used as the control (CTRL) (*n* = 3 mice per group). Two-way analysis of variance (ANOVA) followed by Sidak’s multiple comparison test. (**F**) Survival curve of mice previously depleted or not of NK cells by means of anti-NK1.1 injection [day −1 (D-1)] and injected with RMA or RMA-KR cells (day 0). The pictogram above the graph describes how the experiment was performed (*n* = 5 mice per group). (**G**) Survival curve of mice previously depleted or not of NK cells by means of anti-NK1.1 injection (timing as indicated) and injected with RMA or RMA-KR cells (day 0) (*n* = 5 mice per group). The pictogram above the graph describes how the experiment was performed. (**H**) RMA-KR cells were injected intravenously into *Prf1*^−/−^ mice or control mice previously treated or not at day −1 with anti–IFN-γ and the overall survival was followed (*n* = 8 to 12 mice per group). The pictogram above the graph describes how the experiment was performed. In (F) to (H), Kaplan-Meier curves are shown and analyzed using the log-rank (Mantel-Cox) test (right). ns, not significant.

When we depleted NK cells by means of NK1.1 antibody injection prior to tumor cell injections, there was no longer a difference in survival between RMA- and RMA-KR–injected animals (Fig. 1F). Of note, NK cell depletion had little impact on the survival of RMA-injected mice (Fig. 1F), while T cell depletion did not influence mouse survival in any of the two models (fig. S1G). We then investigated the duration of tumor control by NK cells. To this aim, we depleted NK cells at different time points related to tumor injection in recipient mice, from day −1 up to day 9 and monitored mouse survival. The effect of NK cell depletion was more important when performed at day −1, showing that NK cell control of tumors occurred mainly at early stages. Yet, when this depletion was performed at day +3 and day +6, the effect on mouse survival remained significant, suggesting a sustained control of tumor growth by NK cells (Fig. 1G). We then asked what NK cell effector functions were required for the control of RMA-KR cells in vivo. To address this question, we injected RMA-KR cells into *Prf1^−/−^* mice that lack perforin or control mice that were treated with blocking anti–IFN-γ antibody or vehicle and monitored survival in the different mouse groups. Both perforin and IFN-γ were important for the control of RMA-KR cells, and the combined blockade of both components abrogated the protection mediated by NK cells, as shown by the near superposition of survival curves of wild-type (WT) mice depleted of NK cells and *Prf1^−/−^* mice that received anti–IFN-γ antibody (Fig. 1H).

Overall, our data show that NK cells control the early growth of RMA-KR lymphoma cells in a perforin- and IFN-γ–dependent manner. However, this control is temporary and the RMA-KR lymphomas eventually grow.

### IFNAR-dependent NK cell activation in both RMA and RMA-KR tumor models

We then monitored the expression of activation markers CD69 and Ki67 during tumor growth in the spleen. Results were expressed as the percentage of NK cells positive for each marker over time (Fig. 2A) or relative to the percentage of tumors in the spleen (fig. S2A) so as to overlay results with RMA and RMA-KR cells on the same scale. NK cells were activated in the course of tumor growth in both RMA and RMA-KR models, as demonstrated by coordinated up-regulation of CD69 and Ki67 (Fig. 2A). In both models, NK cell activation not only was directly proportional to tumor load in the spleen but also occurred for lower tumor loads in the case of the RMA-KR tumor (fig. S2A). We then assessed NK cell proliferation during tumor growth. This was achieved by transferring CellTrace Violet (CTV)-labeled NK cells from donor Ly5a x C57BL/6J mice into C57BL/6J mice that were then injected with tumors. As shown in Fig. 2B, we observed NK cell proliferation in both models, but this proliferation became evident only at later stages of tumor growth (day 9 for RMA and days 12 and 13 for RMA-KR), long after NK cells had lost their ability to control the tumor. Furthermore, this proliferation did not lead to increased numbers of total NK cells as the number of mature NK cells dropped during tumor progression in the RMA-KR model (fig. S2, B and C).

**Fig. 2.**
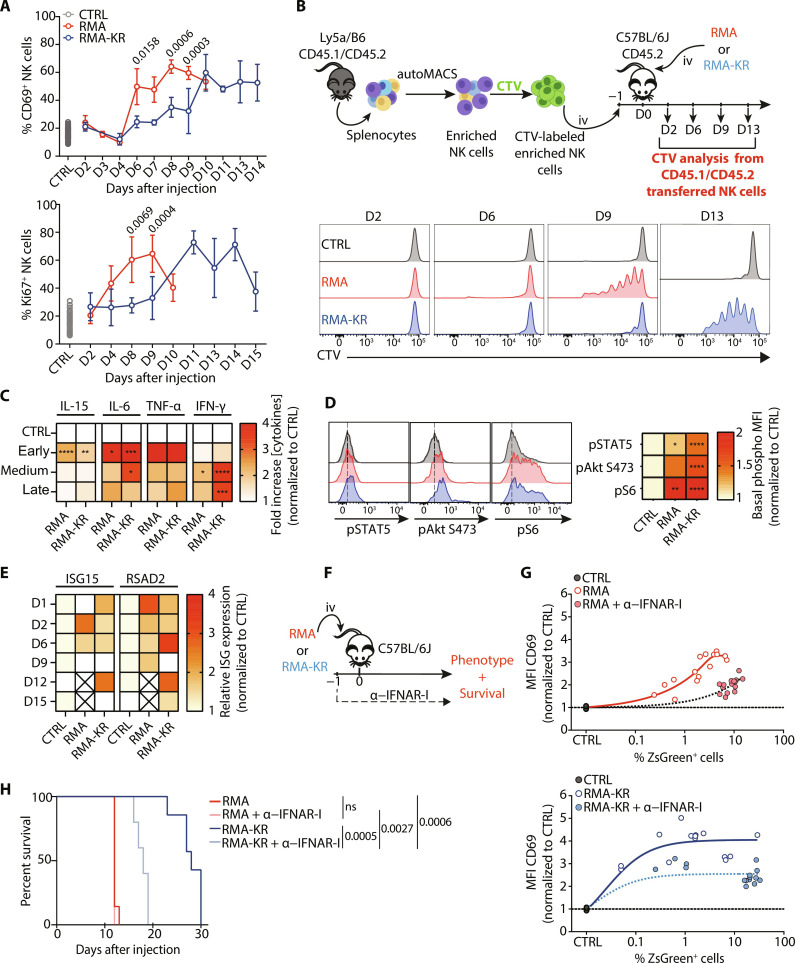
NK cells are activated by IFN-I and proliferate upon tumor growth. (**A**) The percentage of CD69^+^ or Ki67^+^ splenic NK cells was measured by flow cytometry following tumor injection [(top) *n* = 39 to 72 mice per group]. Graphs show means ± SD. The Mann-Whitney test was used for group comparisons. (**B**) NK cells purified from Ly5a x C57BL/6J mice were stained with CTV and transferred into C57BL/6J mice. A total of 5 × 10^7^ RMA or RMA-KR cells were then injected, and mice were euthanized at the indicated time points to monitor NK cell proliferation. The pictogram above the graphs describes the experiment. Representative CTV histograms are shown (*n* = 3 mice per group per time point). (**C**) ELISA measurement of cytokine levels in the spleen exudate at early (day 2), intermediate (day 4 for RMA and day 6 for RMA-KR), and late time points (day 9 for RMA and day 12 for RMA-KR). Results are expressed as heatmaps normalized to control (*n* = 8 to 42 mice per group). Two-way ANOVA followed by Sidak’s multiple comparison test was performed for group comparisons (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). (**D**) Flow cytometry analysis of STAT5, Akt, and S6 phosphorylation in spleen NK cells from mice injected with RMA or RMA-KR cells 9 or 15 days before, respectively. Results are expressed as heatmaps normalized to control NK cells (*n* = 6 to 33 mice per group). A Kruskal-Wallis analysis followed by Dunn’s multiple comparison test was used for group comparisons (*P < 0.05; **P < 0.01; ****P < 0.0001). MFI, mean fluorescence intensity. (**E**) RT-qPCR analysis of ISG15 and RSAD2 expression in spleen cells from mice injected with RMA or RMA-KR cells at the indicated time points. Results are expressed as heatmaps, normalized to control NK cells (*n* = 12 to 18 mice per group). (**F** to **H**) Mice were treated or not with IFNAR blocking antibody before tumor injection as depicted in (F). (G) Kinetic analysis of CD69 expression in NK cells (*n* = 5 to 15 mice per group). The curves were fitted using a nonlinear model. (H) Kaplan-Meier graph of mouse survival (*n* = 5 to 7 mice per group), analyzed according to the log-rank (Mantel-Cox) test (right).

Because NK cells have an activated phenotype in both RMA- and RMA-KR–bearing mice despite being directly stimulated only by RMA-KR cells, we suspected a role of cytokines in their activation. To address this question, we first monitored the concentration of different cytokines in the spleen exudate during tumor growth. We detected an early production of inflammatory cytokines IL-6, TNF-α, and IL-15 and a late production of IFN-γ in both tumor models, with a higher level of cytokines for RMA-KR tumors (Fig. 2C and fig. S2D). To determine if NK cells were exposed to IL-15, we measured the basal levels of phosphorylated signal transducer and activator of transcription 5 (STAT5), Akt, and S6 because these phosphorylation events are dependent on IL-15 engagement in NK cells (*27*). Results showed an increase in the phosphorylation level of these proteins in both models over time after tumor injection (Fig. 2D). IL-15 is known to prime NK cell antitumor function downstream of type I IFN (IFN-I) (*28*), and transplanted tumors induce Stimulator of Interferon Genes (STING)-dependent IFN-I production (*29*). Because IFN-I is difficult to detect in vivo, we monitored the expression of IFN-stimulated genes (ISGs) in splenocytes from mice injected with RMA or RMA-KR cells. Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analyses showed an up-regulation of ISGs in spleen cells in both models (Fig. 2E), suggesting that IFN-I drives NK cell proliferation indirectly by inducing IL-15 expression. To test the role of IFN-I in both models, we then treated mice with an Interferon alpha/beta Receptor (IFNAR) blocking antibody before tumor injection (Fig. 2F). In both tumor models, IFNAR blockade delayed NK cell activation as measured by CD69 expression (Fig. 2G). Furthermore, blocking IFNAR accelerated the death of mice injected with RMA-KR cells but showed no impact on those injected with RMA cells (Fig. 2H). These results suggest that IFN-I primes the capacity of NK cells to kill immunogenic tumors, as shown previously in different MHC-I–negative tumor models (*30*).

Collectively, our data show that the injection of RMA or RMA-KR cells induces an IFN-I–dependent cytokine cascade that culminates in NK cell activation and proliferation, leading to tumor control in the RMA-KR model.

### Broad suppression of NK cell reactivity upon growth of the RMA-KR tumor

To test if NK cells became dysfunctional in the RMA-KR model, we restimulated total splenocytes from the different models with a cross-linking anti-NK1.1 antibody and measured IFN-γ secretion and degranulation. Results in Fig. 3A show that, in mice bearing well-developed RMA lymphomas, NK cells retain a reactivity close to that of controls. In contrast, in the case of RMA-KR lymphomas, NK cells lost their reactivity in terms of both degranulation and IFN-γ production (Fig. 3A). This loss of function was progressive in the RMA-KR model and directly proportional to the tumor mass (Fig. 3B). In particular, when the overall ratio of NK cells to lymphoma cells was below 1, the function of NK cells significantly declined (Fig. 3C). Of note, there was also a partial decrease in NK cell reactivity in the RMA model but at much higher tumor loads. We calculated that a 50% decrease in NK cell reactivity required only 0.07% RMA-KR cells in the spleen and >200 times more RMA cells (19.52%; fig. S3A). We also observed that NK cells from RMA-KR mice were broadly dysfunctional because they did not react upon stimulation by cross-linking antibodies directed at activating receptors Ly49D, NKG2D, or NKp46; cytokines IL-15, IL-12, and IL-18; and, even to some extent, phorbol 12-myristate 13-acetate (PMA)/ionomycin (Fig. 3, D and E). Moreover, their dysfunction not only was not limited to the loss of CD107 and IFN-γ release but also resulted in lower amounts of granulocyte-macrophage colony-stimulating factor (GM-CSF), CCL3, and CCL5 compared to activated NK cells from RMA-bearing mice as measured by enzyme-linked immunosorbent assay (ELISA) (Fig. 3F). Combining NK1.1 stimulation with different cytokines improved the reactivity of not only dysfunctional NK cells but also control NK cells so that the difference in reactivity was maintained between both cell states under these conditions (fig. S3B). Dysfunction also affected NK cells in other organs from RMA-KR–bearing mice, including blood and liver NK cells (fig. S3, C and D). We also monitored the ex vivo capacity of sorted spleen NK cells from mice bearing similar loads of RMA and RMA-KR to kill RMA-KR or RMA-KO cells. As shown in Fig. 3G, NK cells from RMA-bearing animals had an increased killing capacity compared to control NK cells, confirming that they were primed by cytokines (*31*), while NK cells from RMA-KR–bearing mice were completely ineffective under the same conditions. Dysfunction in the RMA-KR model was not due to the conversion of NK cells into ILC1s (*32*) because they did not express CD49a and remained Eomes positive (fig. S3E). Moreover, it was not linked to maturation as all maturation stages defined by CD11b and CD27 were dysfunctional (fig. S3F).

**Fig. 3.**
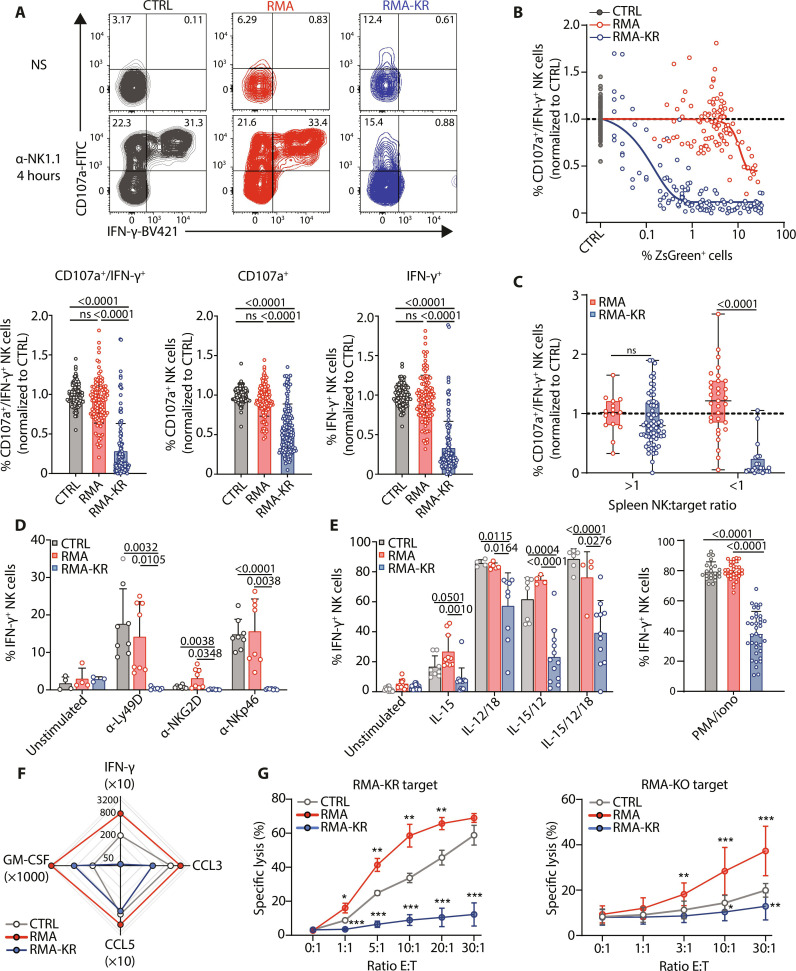
RMA-KR tumor progression induces broad NK cell dysfunction. Spleen NK cells from RMA- or RMA-KR–bearing mice were analyzed for different effector functions at different stages of tumor growth. (**A** to **C**) Spleen cells were stimulated for 4 hours with plate-bound NK1.1 antibody, and surface CD107a and intracellular IFN-γ were measured by flow cytometry. (A) (Top) Representative FACS plot of CD107/IFN-γ expression in spleen NK cells at late stages of tumor growth (*n* = 93 to 131 mice per group). NS, nonstimulated. (Bottom) Histogram analysis of means ± SD expression of CD107/IFN-γ. A Kruskal-Wallis analysis followed by Dunn’s multiple comparison test was used for group comparisons. (B) Analysis of the percentage of CD107a^+^ IFN-γ^+^ NK cells after NK1.1 stimulation relative to the percentage of tumor cells in the spleen (*n* = 90 to 215 mice per group). The curves were fitted using a nonlinear model. (C) Analysis of the percentage of CD107a^+^ IFN-γ^+^ NK cells after NK1.1 stimulation relative to the ratio between spleen NK cells and tumor cells (*n* = 15 to 66 mice per group). Graphs show means ± SD and a Mann-Whitney analysis. (**D** and **E**) The percentage of IFN-γ^+^ NK cells was measured in response to stimulation by anti-NKG2D, anti-Ly49D, or anti-NKp46 antibodies (*n* = 7 to 8 mice per group) (D) or different cytokines (*n* = 4 to 21 mice per group) or PMA/ionomycin (*n* = 22 to 36 mice per group) (E). Graphs show means ± SD and two-way ANOVA analysis followed by Tukey’s multiple comparison test [(D), left, and (E)] or Kruskal-Wallis analysis followed by Dunn’s multiple comparison test [(D), right]. (**F**) Levels of different cytokines produced by NK cells from the indicated mice (late stages of tumor growth) after stimulation with NK1.1 antibody (*n* = 5 to 7 mice per group). (**G**) Cytotoxicity assay of NK cells from the indicated conditions (late stages of tumor growth) against RMA-KR or RMA-KO (*n* = 4 to 15 mice per group) cell lines. Graphs show means ± SD and a two-way ANOVA analysis followed by Tukey’s multiple comparison test (*P < 0.05; **P < 0.01; ***P < 0.001).

Together, these results show that persistent stimulation of NK cells by RMA-KR tumors suppresses their reactivity through activating receptors and associated effector functions, regardless of maturation stage or anatomical localization.

### Dysfunctional NK cells from RMA-KR–bearing mice are phenotypically and transcriptionally similar to NK cells from RMA-bearing mice but express more ICPs

To understand the causes of NK cell dysfunction, we then performed a total RNA sequencing (RNA-seq) analysis of NK cells from RMA-KR–bearing mice, in comparison with NK cells from control or RMA-bearing mice at late stages of tumor growth. 

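NK cells were sorted by flow cytometry from control mice, from mice bearing RMA tumors, a T cell lymphoma line that NK cells ignore, and from mice bearing RMA-KR tumors, the derivative without MHC-I that carries the NKG2D ligand Rae1-β. For the late stage, 3 libraries came from RMA-bearing mice at day 9, 3 from RMA-KR–bearing mice at day 14, and 4 from control mice. The legend of Fig. 4 gives 3 mice per group. All 4 control libraries were used, because the paper singles out no 3 of them. The fold changes it lists go with a fit to all 4. The late RMA and RMA-KR libraries differ in both the tumor and the day after injection, so a difference between them can reflect either. The tumor load of these mice, which the sample titles do not give, may differ as well. Another 14 libraries came from earlier stages: 3 from each tumor at day 2, 3 from RMA at day 4, and 5 from RMA-KR at day 7. All 24 libraries entered the same model, with 1 mean for each of the 7 groups.
Libraries were made from total RNA with an mRNA-seq kit and sequenced as single-end short reads. The authors removed adaptors, low-quality bases and ribosomal reads, aligned the rest to the mm10 mouse genome and deposited the number of reads counted on each gene, without normalization. Between 5138651 and 14863500 reads were counted on genes per library. The median was 10072201.5 in control, 11491734 in late RMA and 11753788 in late RMA-KR libraries. Counts were scaled with edgeR's TMM method, and the 17097 genes with enough counts (37.8% of the 45237 listed) were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels of single genes are given as normalized CPM (counts scaled by TMM to a common library total) with their SD. Variation between libraries of a group was far above counting error. Differences between mice and technical differences between libraries can both add to it, and they were not separated. The chi-square per degree of freedom ran from 19.4 to 115 over the 31 pairs of libraries within a group, and the common biological coefficient of variation was 0.852.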

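In NK cells from mice with late RMA tumors, 306 genes passed an adjusted p of 0.05 and a fold change of 2 against control NK cells, 243 of them higher and 63 lower. The same test called 168 genes in NK cells from mice with late RMA-KR tumors, 123 higher and 45 lower. With the adjusted p alone, 455 and 208 genes passed. For 305 of the 306 genes and 167 of the 168, the libraries of the tumor-bearing mice did not overlap those of the controls, where chance gives 5.71% of genes that were not selected. These genes were selected on the same libraries, which by itself makes overlap rare. The median log2 fold change over all tested genes was −0.19 for RMA and −0.18 for RMA-KR, which is the level that single changes are to be read against. The choice of test moved these numbers, to 601 genes for RMA and 459 for RMA-KR with DESeq2's default settings. Single libraries mattered as well. Leaving out each library in turn gave from 127 genes (without RMA late 2) to 457 (without RMA late 3) for RMA, and from 71 (without control 2) to 152 (without RMA-KR late 3) for RMA-KR.
Among genes without overlap between the groups, Pbk, which encodes a mitotic kinase and lies on chromosome 14 from 65805837 to 65817822, was among the most increased in both models. Its log2 fold change was 6.79 (SE 0.92, adjusted p = 0.000288) in RMA and 5.89 (SE 0.90, adjusted p = 0.00135) in RMA-KR. Spp1 rose by 4.77 (SE 0.63, adjusted p = 0.000244) and 5.05 (SE 0.63, adjusted p = 0.000251).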

Hundreds of genes were differentially expressed between control NK cells and NK cells from tumor-bearing mice (Fig. 4A and table S1). This included multiple genes involved in the regulation of the cell cycle (tables S1 and S2), confirming our previous analysis of NK cell proliferation. 

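The share of cell cycle genes was measured with the biological process terms that the deposited table lists for each gene. A cell cycle, cell division, DNA replication or mitotic term was carried by 95 of the 243 genes higher in late RMA (39.1%) and by 58 of the 123 genes higher in late RMA-KR (47.2%), against 1315 of all 17097 tested genes (7.7%). The odds ratios were 8.22 (2-sided Fisher's exact test, p = 2.29e-43) and 11.2 (p = 3.51e-32, the same exact test), although co-regulated genes are not independent draws. In a list of 93 genes of the S and G2/M phases written before the data were examined, 91 were higher in late RMA, with a median log2 fold change of 2.63. In late RMA-KR 90 were higher, with a median of 2.27. Past the threshold were 42 of them in RMA and 23 in RMA-KR, or 67 and 56 when p was adjusted over the list alone. Of the 67 mitotic cell cycle genes that table S2 reports, 66 could be tested and all 66 were higher in both models. Past the threshold were 57 in RMA and 42 in RMA-KR, or 63 and 66 when adjusted over the list alone, which is not independent evidence because the study chose that list on these libraries.
Mki67, which encodes Ki67 and lies on chromosome 7 from 135689784 to 135716361, had a log2 fold change of 3.19 (SE 0.85, adjusted p = 0.0413) in RMA and of 3.13 (SE 0.85, adjusted p = 0.0734) in RMA-KR, so that it passed in RMA alone in this test. Under the other settings it passed in 5 of 6 in RMA, and in 3 of 6 in RMA-KR, namely DESeq2 with betaPrior=TRUE (adjusted p = 0.0274), DESeq2's defaults (adjusted p = 0.0272) and no filter on low counts (adjusted p = 3.33e-23). In RMA it lost its call in each of the 7 fits that left out a library (adjusted p from 0.0642 to 0.184).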

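The gene modules of Fig. 4B are not in the supplementary files read here, so lists of cytokine response genes were written from general knowledge before the data were examined. They were tested with limma's camera, which compares the genes of a list with all other genes (preset correlation between genes of 0.01, 2-sided), and p was adjusted over the 8 lists of each comparison. In late RMA, the 34 interferon-stimulated genes had a median log2 fold change of 1.22, with 30 higher and an adjusted p of 4.28e-16. In late RMA-KR the median was 0.39, with 23 higher and an adjusted p of 9.07e-06. Of these genes 10 passed singly in RMA and 2 in RMA-KR (Eif2ak2 and Usp18), or 15 and 4 when adjusted over the list alone. A list of 20 genes that respond to IL-12 and IL-18 had medians of 0.61 in RMA (15 higher, adjusted p = 0.000318) and 0.31 in RMA-KR (14 higher, adjusted p = 0.00735). For 20 genes that respond to IL-2 and IL-15, the medians were 0.14 in RMA (10 higher, adjusted p = 0.00571) and −0.12 in RMA-KR (9 higher, adjusted p = 0.104). Of the IL-12 and IL-18 genes 2 passed singly in RMA (Tnfrsf9 and Irf8) and 1 in RMA-KR (Tnfrsf9), or 2 and 2 adjusted over the list alone. Among the IL-2 and IL-15 genes, 3 passed as higher in each model (Tnfrsf9 and Pim2 in both, Gzmb in RMA and Myc in RMA-KR), as many as when adjusted over the list alone, which also called 1 lower gene in RMA-KR. The 2 cytokine lists share 3 genes.
These calls depended on how the correlation between genes was treated. With the correlation estimated from the data, only the interferon-stimulated genes in RMA kept their call among these 3 lists (adjusted p = 0.00792). With limma's rotation test fry, all 3 lists kept their call in RMA, and the interferon-stimulated genes (adjusted p = 0.143) and the IL-12 and IL-18 genes (adjusted p = 0.208) lost theirs in RMA-KR. Without control 4, the IL-12 and IL-18 genes had an adjusted p of 0.0122 in RMA and 0.123 in RMA-KR with camera. The interferon-stimulated genes were also higher in RMA than in RMA-KR, by a median of 0.78 with 26 of the 34 genes higher and an adjusted p of 3.51e-07 with camera. That call was lost with the estimated correlation (adjusted p = 0.0946).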

A gene set enrichment analysis (GSEA) returned a substantial enrichment for cytokine-mediated activation of NK cells (*33*), confirming that cytokines produced during tumor growth shape NK cell gene expression (Fig. 4B). Moreover, several ICPs such as Lag-3 and TIGIT were up-regulated in NK cells from tumor-bearing mice (table S1). However, when we compared NK cells from mice bearing RMA and RMA-KR tumors, only 16 genes were differentially expressed. 

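Tigit, on chromosome 16 from 43648867 to 43664146, was measured at 84.4 ± 30.3 (SD, n = 4) normalized CPM in control NK cells, 393 ± 114 (SD, n = 3) in late RMA and 716 ± 485 (SD, n = 3) in late RMA-KR. Its log2 fold change was 2.22 (SE 0.37, adjusted p = 0.00149) in RMA and 3.09 (SE 0.38, adjusted p = 0.000251) in RMA-KR, and it passed under all 7 alternatives in both comparisons.
Lag3, on chromosome 6 from 124904361 to 124911705, rose from 16.0 ± 5.72 (SD, n = 4) in controls to 75.9 ± 12.2 (SD, n = 3) in RMA and 123 ± 18.6 (SD, n = 3) in RMA-KR. All 3 libraries of each tumor were above all 4 controls. The log2 fold change was 2.24 (SE 0.85, adjusted p = 0.208) in RMA and 2.94 (SE 0.87, adjusted p = 0.112) in RMA-KR, so neither passed. The standard errors include the spread of Lag3 in all groups, and in RMA early 1 its count was 0. Under the other settings the adjusted p ran from 3.57e-06 with no filter on low counts to 0.213 with DESeq2's size factors in RMA, and from 1.55e-10 to 0.144 in RMA-KR. It passed under 2 of the 6 settings in RMA and 4 of the 6 in RMA-KR.
A list of 14 checkpoint genes, of which 13 could be tested, was also written beforehand. Its median log2 fold change was 0.22 in RMA (8 higher, adjusted p = 0.0144 with camera) and 0.62 in RMA-KR (10 higher, adjusted p = 1.72e-05). With genes at the floor set to their bound, the medians were 0.17 and 0.76. Singly, 2 passed in RMA (Tigit and Klrg1) and 1 in RMA-KR (Tigit), or 4 and 3 as higher and 1 as lower in RMA when adjusted over the list alone. Both set calls held with fry and with the estimated correlation. In RMA the set call was lost when only genes with at least 10 counts in every library were kept (adjusted p = 0.167, the highest of its alternatives).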

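Between late RMA and late RMA-KR, 0 of 17097 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.328, and 1249 genes had an unadjusted p under 0.05. Only with RMA-KR late 2 left out did any gene pass, and these were 2, Thoc5 and Cdh22, named here after their values were seen. Under other tests the count past both thresholds was 12 with DESeq2 and betaPrior=TRUE, the options named in the paper's methods, 42 with DESeq2's defaults and 28 with no filter on low counts.
For the 16 genes labelled in the RMA and RMA-KR comparison of Fig. 4A, all 16 had an unadjusted p under 0.05 and no overlap between the 3 RMA and the 3 RMA-KR libraries, which chance gives for 10% of genes that were not selected on these libraries. By p, they ranked between 1 and 41 of all genes, with adjusted p from 0.328 to 0.655. When adjusted over the list alone all 16 passed, which is not independent evidence because the study chose them on these libraries. Lower in RMA were 9, among them Itgad with a log2 fold change of −3.00 (SE 0.59, adjusted p = 0.328) and Serpine2 with −2.15 (SE 0.51, adjusted p = 0.646). Higher in RMA were 7, with log2 fold changes from 0.96 for Cd52 to 1.39 for Qrsl1. Serpine2 was at 8.00 ± 4.93 (SD, n = 4) normalized CPM in controls, 31.4 ± 12.2 (SD, n = 3) in RMA and 139 ± 4.23 (SD, n = 3) in RMA-KR. Igkc, an immunoglobulin light chain gene, had the largest fitted difference of the 16, a log2 fold change of −5.88 (SE 1.69, adjusted p = 0.655). It rested on RMA-KR late 2 and 3, with 134 and 26.3 normalized CPM against 1.25 in RMA-KR late 1, and without RMA-KR late 2 the log2 fold change was −3.91.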

The transcription factor Tox was one of them and was slightly higher in dysfunctional NK cells (Fig. 4A and fig. S4A). 

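Tox lies on chromosome 4 from 6686353 to 6991557. Its level was 69.7 ± 6.87 (SD, n = 4) normalized CPM in control NK cells, 75.2 ± 15.3 (SD, n = 3) in late RMA and 142 ± 22.6 (SD, n = 3) in late RMA-KR. Between RMA and RMA-KR the log2 fold change was −0.92 (SE 0.23, adjusted p = 0.655), a fold change below 2, and all 3 RMA-KR libraries were above all 3 RMA libraries. The adjusted p of this difference was 0.0461 with DESeq2 and betaPrior=TRUE and 0.026 with DESeq2's defaults, and up to 0.895 under the other settings. Against controls, Tox rose by 1.03 (SE 0.21, adjusted p = 0.0131) in RMA-KR. That call was lost with no filter on low counts (adjusted p = 0.0711) and in 3 of the 7 fits that left out a library. In RMA the change was 0.11 (SE 0.21, adjusted p = 0.896). It was not past the threshold under any setting, and fell to −0.03 without RMA late 1.

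**Figure D1:**
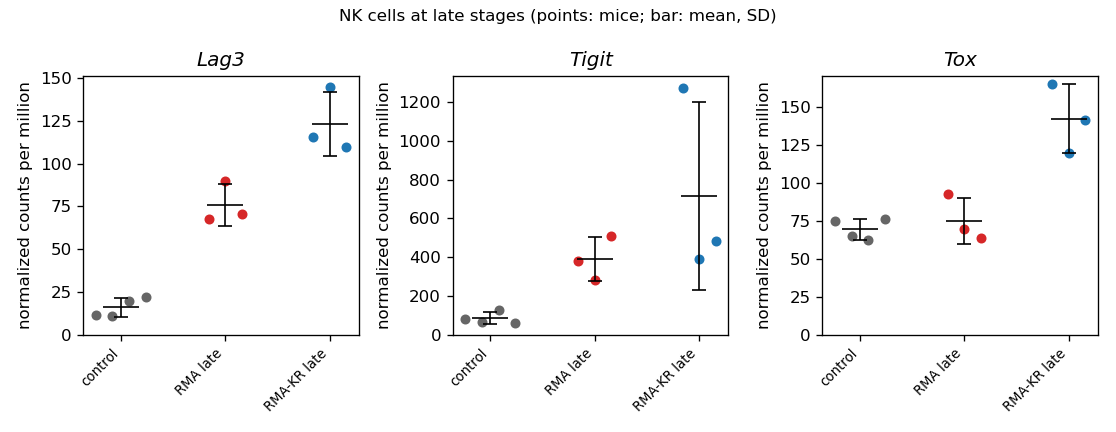
Lag3, Tigit and Tox in NK cells from control mice and from mice at the late stage of RMA or RMA-KR growth, in normalized CPM. Each point is 1 library, and bars give the mean and SD. Tox lies between 62.4 and 76.2 in controls and between 120 and 165 in late RMA-KR, and Tigit reaches 1274 in RMA-KR late 1.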

Because Tox is a master regulator of T cell exhaustion, we next analyzed the expression of gene modules previously associated with T cell exhaustion (*34*–*39*) in NK cells from tumor-bearing mice. We found a significant enrichment of these signatures in NK cells from both tumor models compared to controls, sometimes more significantly in NK cells from the RMA-KR model (Fig. 4C). 

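The exhaustion modules of Fig. 4C are not in the supplementary files read here. A list of 34 genes linked to T cell exhaustion was therefore written before the data were examined, and 31 could be tested. Its median log2 fold change was 0.32 in late RMA, with 22 genes higher (adjusted p = 5.66e-05 with camera), and 0.58 in late RMA-KR, with 27 higher (adjusted p = 2.97e-11). In both models the call held with fry and with the estimated correlation, where the adjusted p were 0.00244 and 1.76e-05. Of the list, 8 genes are also in the checkpoint list. Between the models the list was lower in RMA than in RMA-KR, by a median of −0.56 with 22 of 31 genes lower (adjusted p = 0.00392). This call held with fry (adjusted p = 0.04) and with the estimated correlation (adjusted p = 0.0383), and was lost when only genes with at least 10 counts in every library were kept (adjusted p = 0.159, the highest of its alternatives). Because the RMA-KR libraries were collected at a later day, this difference can reflect the tumor or the day.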

Because Tox is known to induce the expression of ICPs, we then measured the expression of several ICPs by flow cytometry. Results in Fig. 4D and fig. S4B show that several ICPs are induced on NK cells in both models. Lag-3, Tim-3, and CD73 showed the most significant induction, with higher expression levels observed in mice carrying RMA-KR tumors compared to those carrying RMA tumors. TIGIT and PD-1 were expressed at low levels, the latter expression being confirmed using several antibodies (fig. S4C). Moreover, ICPs were coexpressed on NK cells from tumor-bearing mice, especially in the RMA-KR model (Fig. 4E). Thus, dysfunctional NK cells in RMA-KR tumors are phenotypically and transcriptionally similar to NK cells in RMA tumors but express more ICPs.

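Of the 306 genes changed in NK cells from late RMA, 305 changed in the same direction in late RMA-KR, and all 168 genes changed in RMA-KR changed in the same direction in RMA. Because both comparisons share the 4 controls, much of this arises without any change: in simulations of unchanged groups against these controls, a median of 85.6% and at most 89.5% of as many top genes had the same direction. Past the threshold in both were 113 genes. The changes were smaller in RMA-KR for the genes called in RMA, with a median absolute log2 fold change of 1.19 against 1.61, although genes chosen in one comparison are on average larger there. Of the 306 genes, 209 have no cell cycle term, and 208 of these changed in the same direction in both.
No single gene passed between the models in this test, and 5 of the 8 lists did. The 13 checkpoint genes were lower in RMA than in RMA-KR (3 higher, 10 lower, adjusted p = 0.023 with camera), with the call lost when only genes with at least 10 counts in every library were kept (adjusted p = 0.241, the highest of its alternatives), under the estimated correlation (adjusted p = 0.0641) and in 2 of the 6 fits that left out a library (adjusted p up to 0.125, without RMA-KR late 1). The S and G2/M genes were higher in RMA, with a median log2 fold change of 0.39 and 81 of 93 higher (adjusted p = 0.00392). That call was lost with fry (adjusted p = 0.264), with the estimated correlation (adjusted p = 0.414) and in 4 of the 6 fits that left out a library (adjusted p up to 0.325, without RMA late 2). For single checkpoint genes the log2 fold change between RMA and RMA-KR was −0.70 for Lag3 (adjusted p = 0.893) and −0.87 for Tigit (adjusted p = 0.655). The latter rested on RMA-KR late 1, and was −0.15 without it.
The paper reasons from the small number of genes that differ between the models, from exhaustion modules enriched in both, and from checkpoint proteins measured by flow cytometry. From these it concludes that dysfunctional NK cells of RMA-KR–bearing mice resemble those of RMA-bearing mice in phenotype and transcription, with more checkpoint proteins.

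**Figure D2:**
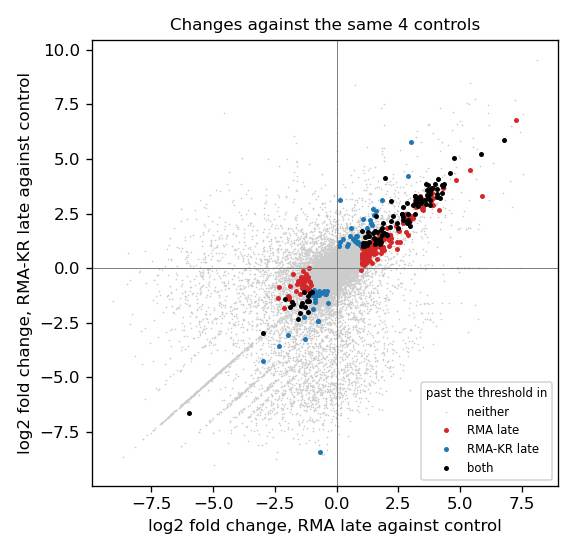
Log2 fold change against the 4 controls of each tested gene in late RMA (horizontal axis) and in late RMA-KR (vertical axis). Colors mark genes past an adjusted p of 0.05 and a fold change of 2 in RMA (red), in RMA-KR (blue), in both (black, 113 genes) or in neither (gray). Both axes share the same controls, which by itself aligns the gray points.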

**Fig. 4.**
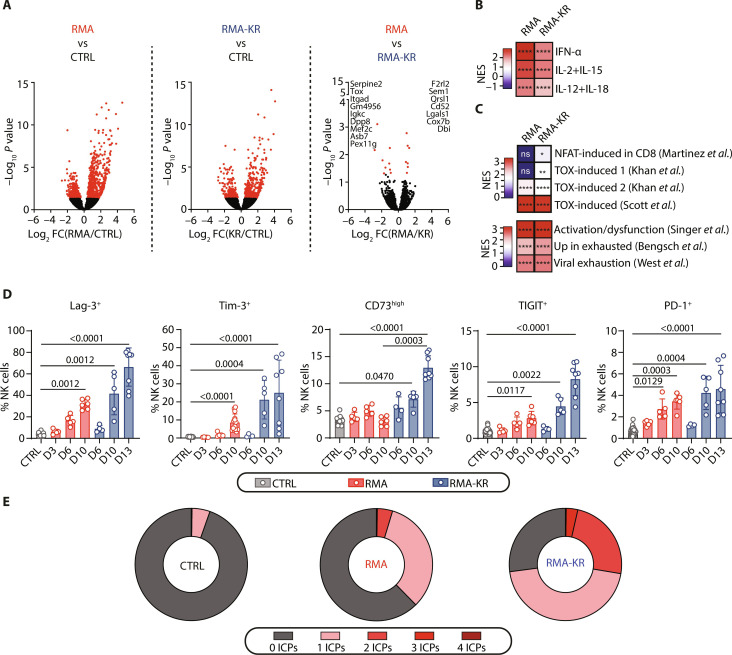
NK cell dysfunction is not induced through transcriptional mechanisms. (**A** to **C**) NK cells from RMA- or RMA-KR–bearing mice at late stages of tumor growth or from control mice were sorted by flow cytometry and subjected to RNA-seq analysis. (A) Volcano plots showing differential gene expression [fold change (FC) > 2 and adj. *P* value < 0.05] between RMA and control, RMA-KR and control, or RMA and RMA-KR conditions. (B) GSEA of the indicated gene modules [NK cell activation by cytokines (*33*)] in NK cells from RMA- or RMA-KR–bearing mice compared to controls. NES, Normalized Enrichment Scores. (C) GSEA of the indicated T cell exhaustion gene modules in NK cells from RMA- or RMA-KR–bearing mice compared to controls [(A) to (C) *n* = 3 mice per group]. For (B) to (C), the false discovery rate *q* values were determined compared to control (*P < 0.05; **P < 0.01; ****P < 0.0001). (**D**) Flow cytometry analysis of the percentage of NK cells expressing the indicated ICPs at the indicated time after tumor injection (*n* = 15 to 24 mice per group). Graphs show means ± SD, and a Kruskal-Wallis analysis followed by Dunn’s multiple comparison test was performed (*P* values are presented). (**E**) Coexpression of different ICPs (*n* = 6 to 14 mice per group).

### NK cell dysfunction is uncoupled from ICP expression

To determine if NK cell dysfunction in mice with RMA-KR tumors was due to the higher expression of ICPs or to their coexpression, we subsequently evaluated the responsiveness of ICP-positive and ICP-negative NK cells within the RMA-KR tumor-bearing mice. Our initial focus was to analyze the impact of each individual ICP. As shown in Fig. 5A, ICP-expressing NK cells were, at least, as responsive, if not more so, than ICP-negative NK cells, regardless of the ICP or the stimulation mode (fig. S5A). A small fraction of NK cells coexpressed two to three ICPs (Fig. 5B), but these cells were more reactive than ICP-negative NK cells (Fig. 5C). Of note, the single expression of some ICPs like Tim-3 or TIGIT was more positively correlated with NK cell reactivity than that of Lag-3 and CD73. Moreover, the individual effect of each of these ICPs added up when they were coexpressed because Tim-3^+^ TIGIT^+^ NK cells were as reactive as control NK cells (Fig. 5C).

**Fig. 5.**
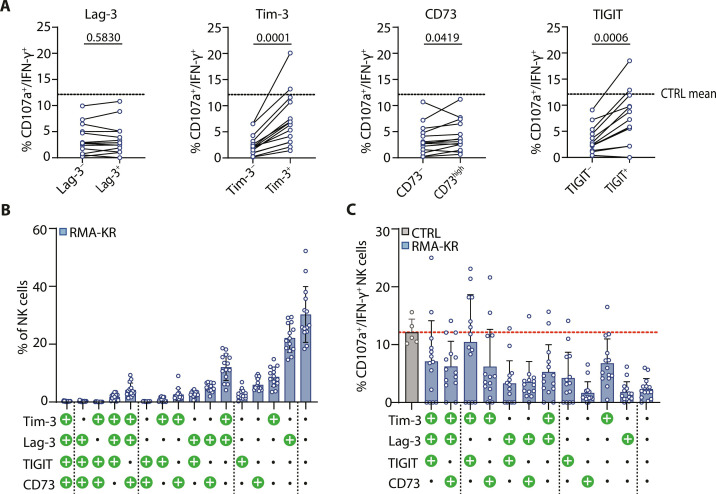
ICP-positive NK cells are more reactive than ICP-negative NK cells. Spleen cells were stimulated for 4 hours with plate-bound cross-linking NK1.1 antibody and stained for surface CD107a, various ICPs, and intracellular IFN-γ before analysis by flow cytometry. (**A**) Coexpression of CD107a and IFN-γ relative to the expression of the indicated ICPs in NK cells from RMA-KR–bearing mice is shown (*n* = 14). (**B**) Proportion of NK cells from RMA-KR–bearing mice expressing indicated different ICP combinations. (**C**) Coexpression of CD107a and IFN-γ relative to the combined expression of different ICPs from RMA-KR–bearing mice compared to control NK cells (*n* = 5 to 14 mice per group).

To further test the role of ICPs in NK cell dysfunction, we then used blocking ICP antibodies. Ex vivo blockade of ICPs in cultures of total splenocytes from RMA-KR–bearing mice did not restore NK cell responsiveness, even when several ICPs were targeted (fig. S5B). Likewise, in vivo blockade of Tim-3 or Lag-3 did not improve the overall mouse survival of mice injected with RMA-KR cells or functionality of NK cells from RMA-KR–bearing mice (fig. S5C).

Collectively, these data show that NK cell dysfunction is uncoupled from ICP expression in the tumor models we used.

### The expression of ICPs and functional paralysis occur at distinct time intervals, each triggered by different signals

Next, we aimed to compare the time required for the induction of ICPs and the dysfunction of NK cells in tumor-bearing mice. To achieve this, we conducted an adoptive transfer of CTV-labeled Ly5a x C57BL/6J NK cells into C57BL/6J mice with tumors 16 hours, 3 days (72 hours), or 7 days (168 hours) before euthanizing the mice, which coincided with the terminal stage of tumor growth. CTV labeling also enabled monitoring NK cell proliferation under the different conditions. Control mice were also transferred with labeled NK cells to ensure that the transfer did not alter them (Fig. 6A). NK cell proliferation was detectable only for NK cells that had spent the longest time in tumor-bearing mice (7 days; Fig. 6B and fig. S6A). In contrast, the expression of ICPs was induced more rapidly in transferred cells as the expression of Lag-3 and Tim-3 was detectable starting from 3 days of presence in RMA-KR tumor-bearing mice (Fig. 6C). Last, NK cell dysfunction in transferred cells was the swiftest event in the mice as 16 hours in RMA-KR tumor-bearing mice were sufficient to render the NK cells dysfunctional, in terms of both degranulation and IFN-γ production. However, this dysfunction was slightly less severe than that of endogenous NK cells or those transferred and left in the mice for a longer period (Fig. 6D and fig. S6B). No changes in NK cells were detected in control cells, while the transfer into RMA-bearing mice induced only ICPs and no dysfunction (Fig. 6, C and D).

**Fig. 6.**
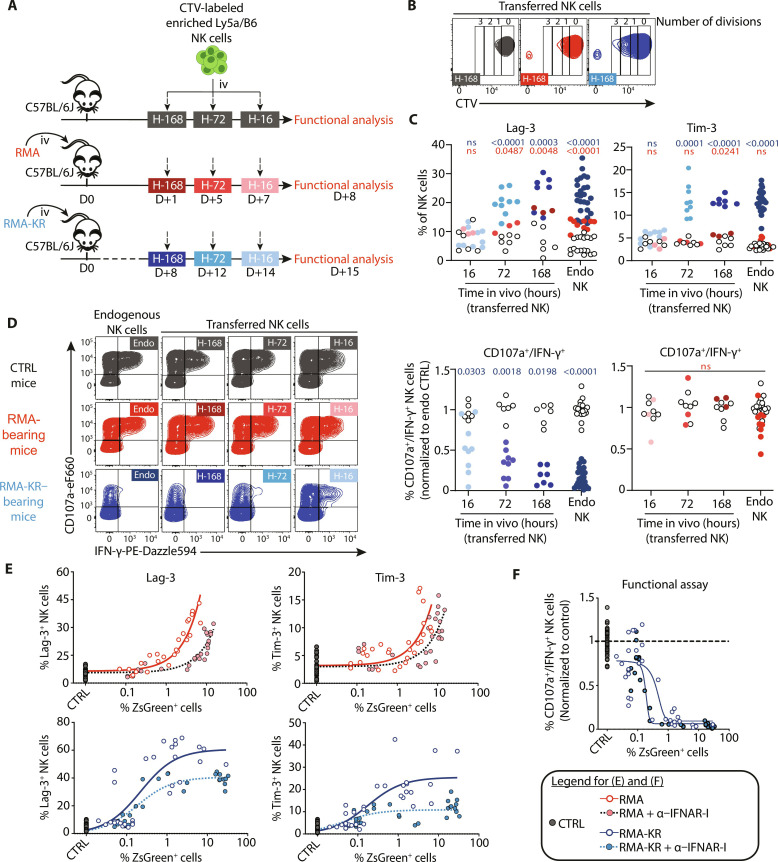
Dynamics of NK cell dysfunction, ICP induction, and proliferation in tumor-bearing mice. (**A** to **D**) NK cells purified from Ly5a x C57BL/6J mice were stained with CTV and injected 16, 72, or 168 hours before end stage of tumor growth in RMA- or RMA-KR–bearing mice, as outlined in (A); control mice not injected with tumors were also included (*N* = 3 to 9 per condition). At the indicated time point (day 8 after RMA injection or day 15 after RMA-KR injection), spleen cells from transferred mice were analyzed by flow cytometry. (B) FACS plots of CTV fluorescence in transferred NK cells after 168 hours in recipient mice. (C) Percent of Lag-3^+^ and Tim-3^+^ cells among endogenous or transferred NK cells at the indicated time point (blue, RMA-KR recipient mice; red, RMA recipient mice; white, control recipient mice). (D) Reactivity of transferred NK cells to NK1.1-mediated stimulation, as determined by coexpression of CD107a and IFN-γ. Representative FACS plots of CD107a/IFN-γ expression in endogenous or transferred NK cells are shown for the different conditions on the left, and graphs of CD107a^+^/IFN-γ^+^ NK cells in individual mice (normalized to control NK cells) are shown on the right. Each point represents a single mouse, and a Kruskal-Wallis analysis followed by Dunn’s multiple comparison test was performed. (**E** and **F**) Mice were treated intraperitoneally with IFNAR blocking antibody (200 μg) at day −1 and injected intravenously with RMA or RMA-KR cells at day 0. The percentage of NK cells expressing Lag-3 or Tim-3 (E) was monitored at different stages of tumor growth. NK cell reactivity (F) expressed as the percentage of CD107a^+^ IFN-γ^+^ NK cells in response to NK1.1 antibody and relative to control NK cells was also measured relative to the percentage of tumor cells in the spleen (*n* = 27 to 33 mice per group). The curves in (E) to (F) were fitted using a nonlinear model.

Because ICPs were induced on NK cells in both tumor models, we suspected a contribution of inflammatory cytokines in their induction, as shown in NK or T cells in other studies (*40*–*42*). We therefore measured ICP expression in NK cells from mice bearing RMA or RMA-KR and treated or not with an antibody blocking IFNAR. As the results in Fig. 6E show, IFNAR blockade delayed the induction of ICPs on NK cells in both tumor models. We then measured the ability of NK cells from tumor-bearing mice treated or not with the IFNAR blocking antibody to respond to ex vivo stimulation. IFNAR treatment had a rather negative effect on NK cell function in both RMA- and RMA-KR–bearing mice despite efficient suppression of ICP induction (Fig. 6F and fig. S6C), thus showing that the factors leading to NK cell dysfunction and ICP induction can be separated.

Together, these results show that ICPs and functional paralysis are triggered by different signals, and they manifest at separate time intervals.

### NK cell dysfunction is reversible upon termination of activating NK cell receptor engagement and is improved by cytokine treatment

If NK cell dysfunction is a reversible state remains unknown, this question being of central importance for immunotherapy. To address it, we sorted dysfunctional NK cells from RMA-KR–bearing mice and cultured them in vitro in the presence of IL-15 or IL-21 because the latter has been suggested to rescue dysfunctional NK cells (Fig. 7A) (*23*). Low IL-15 concentrations allowed the survival of control but not dysfunctional NK cells, suggesting a reduced capacity of dysfunctional NK cells to signal through the IL-15 receptor (Fig. 7B). High IL-15 concentrations allowed the survival of all NK cell types and improved the reactivity of dysfunctional NK cells to NK1.1-mediated stimulation, but a difference with control NK cells persisted, suggesting that other signals were necessary to fully revert dysfunction (Fig. 7C). IL-21 did not allow NK cell survival but somewhat improved the reactivity of the surviving cells (Fig. 7, B and C). We then wanted to determine if treatment with IL-15 in vivo could improve NK cell function in mice bearing RMA-KR tumors. We administered two doses of the IL-15/IL-15Ra complex (IL-15cplx) (*43*) or phosphate-buffered saline (PBS) to the mice bearing RMA-KR tumors according to the protocol outlined in Fig. 7D, and NK cell function was tested the day after the second injection, which corresponded to end-stage tumor growth. As shown in the results of Fig. 7E, administration of the IL-15/IL15Ra complex significantly enhances the reactivity of dysfunctional NK cells. The reduced response of dysfunctional NK cells to IL-15 (Fig. 7C) is not related to STAT5, which is normally phosphorylated in response to this cytokine, but rather to the phosphorylation of Akt, Erk, and S6 (Fig. 7F), suggesting a downstream mammalian Target Of Rapamycin Complex 1 (mTORC1) activation defect of the IL-15 receptor. The β chain of the receptor (CD122) is less efficiently internalized in dysfunctional NK cells compared to controls (Fig. 7G).

**Fig. 7.**
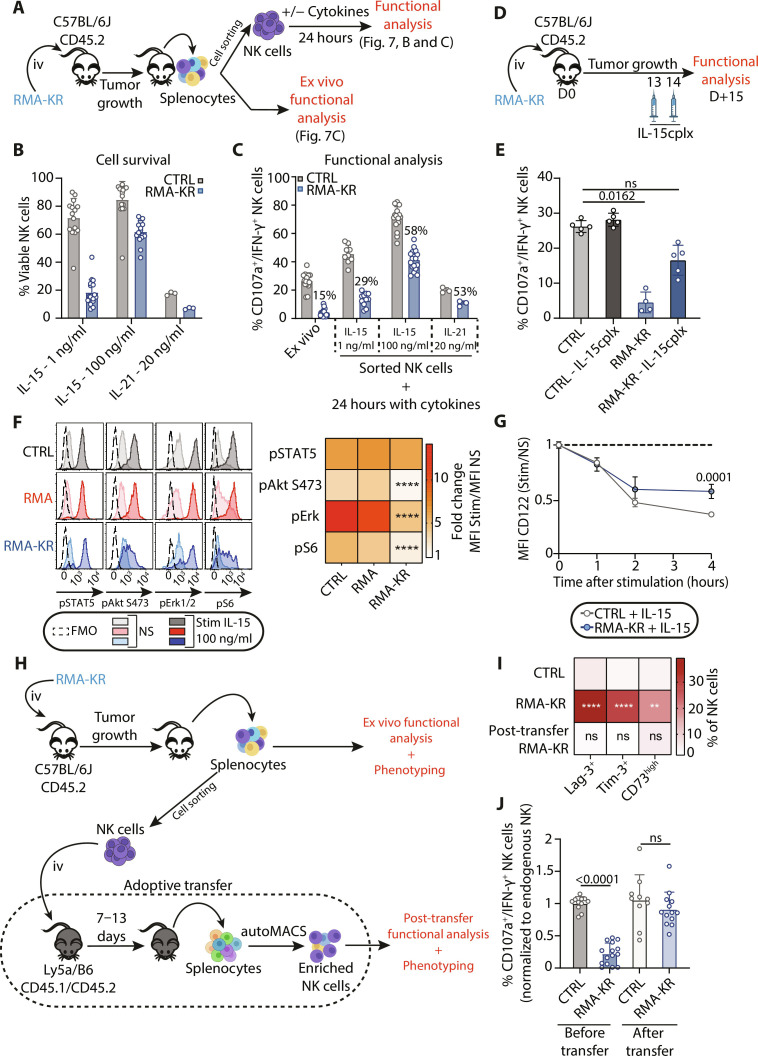
NK cell dysfunction is reversible upon discontinuation of stimulation or upon cytokine treatment. (**A** to **C**) NK cells were sorted from RMA-KR–bearing mice at late stages of tumor growth and then treated with cytokines before analysis. (A) Outline of the experiment. (B) FACS analysis of NK cell viability (*n* = 3 to 18 mice per group). (C) Reactivity of NK cells to NK1.1-mediated stimulation, as determined by coexpression of CD107a/IFN-γ. “Ex vivo” indicates NK cell reactivity before sorting and cytokine treatment (*n* = 3 to 18 mice per group). (**D** and **E**) Control and RMA-KR–bearing mice were injected twice with IL-15cplx as outlined in (D). (E) Reactivity of NK cells from the indicated groups to NK1.1-mediated stimulation (*N* = 5 per group). A Kruskal-Wallis analysis followed by Dunn’s multiple comparison test was used for statistical analysis. (**F** and **G**) Spleen cells from control or RMA- or RMA-KR–bearing mice at late stages of tumor growth were stimulated for 15 min (F) or different times (G) under the indicated conditions. (F) FACS analysis of different phosphoproteins (*n* = 6 to 33 mice per group). The left panels show the representative staining, and the heatmap (right) shows fold changes compared to nonstimulated NK cells (statistical analysis: two-way ANOVA followed by Tukey’s multiple comparison test, ****P < 0.0001). FMO, Fluorescence Minus One. (G) FACS analysis of CD122 surface expression (*n* = 3 to 8 mice per group). Statistical analysis: two-way ANOVA followed by Sidak’s multiple comparison test. (**H** to **J**) NK cells sorted from RMA-KR–bearing mice at late stages of tumor growth or control mice were transferred into Ly5a x C57BL/6J mice. They were analyzed before and after transfer. (H) Outline of the experiment. (I) FACS analysis of the percentage of ICP^+^ NK cells, expressed as a heatmap (*n* = 3 to 12 mice per group). **P < 0.01; ****P < 0.0001. (J) Coexpression of CD107a/IFN-γ in NK cells after 4-hour stimulation with NK1.1 antibody before and after transfer under the indicated conditions (*n* = 10 to 15 mice per group). Two-way ANOVA (I) or Kruskal-Wallis (J) analysis followed by Dunnett’s multiple comparison test were performed.

The reduction in mTOR activity in dysfunctional NK cells echoes what we had previously observed for uneducated NK cells (*44*). This observation led us to question the educated or uneducated nature of dysfunctional NK cells. To test this, we repeated the experiment from Fig. 7 (A to C), but this time we analyzed the expression of major educating receptors in C57BL/6J mice, namely, Ly49C and NKG2A, after 24 hours of culture in IL-15. The results presented in fig. S7 (A and B) show that the fraction of educated NK cells is similar in dysfunctional NK cells compared to controls, at both low and high doses of IL-15. Furthermore, treatment of NK cells with a high concentration of IL-15 has the same effect in educated and uneducated NK cells, indicating that NK cell dysfunction in a tumor environment is independent of education.

Next, we wanted to determine if stopping in vivo stimulation would allow dysfunctional NK cells to regain their reactivity. To test this point, we adoptively transferred dysfunctional NK cells from RMA-KR–bearing or control mice into untouched C57BL/6J mice and monitored their phenotype and functions 7 days after transfer (Fig. 7H). As shown in Fig. 7 (I and J), dysfunctional NK cells lost the expression of several immune checkpoints (Lag-3, CD73, and Tim-3) previously expressed, and they also recovered full reactivity when stimulated through cytokines or activating receptors. This was unlikely due to the selection of a small functional population because the frequency of NK cells recovered from the RMA-KR condition was in the same order of magnitude as that of the control condition (fig. S7C).

Collectively, these results show that NK cell dysfunction is a reversible state in NK cells upon discontinuation of the activating signal and that dysfunctional NK cell reactivity can be rapidly improved upon cytokine treatment.

## DISCUSSION

Here, we used an in vivo model to study NK cell dysfunction based on a lymphoma cell line modified to control its susceptibility to NK cell killing. The advantages of this model compared to previous models of NK cell dysfunction are multiple. First, the RMA condition represents a control condition where NK cells ignore the tumor and thus where gene expression changes in NK cells are only induced via bystander stimulation. This is essential because most transcriptional changes in NK cells in our study were independent of tumor recognition by NK cells and therefore not causative of dysfunction, a point that was overlooked in many previous studies. 

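How far the shared changes exceed what the comparison itself creates was measured across genes. The log2 fold changes of late RMA and late RMA-KR against control had a Pearson correlation of 0.494 over the 17097 tested genes, which are not independent replicates. Since both comparisons use the same 4 control libraries, part of this correlation arises from the controls. In 50 simulations of unchanged groups against these controls the median correlation was 0.407 and the highest 0.435. They drew each gene independently, so that differences shared by many genes of a control library are not in them. With 2 control libraries used for RMA and the other 2 for RMA-KR, the 6 ways of dividing them gave correlations from 0.025 to 0.171. With the controls divided, between 94.3% and 100% of the genes called in RMA still changed in the same direction in RMA-KR, and between 10 and 26 genes passed in both. In the simulations, the median number of genes called was 0.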

Second, in our model, the tumor grows in the spleen, a major NK cell reservoir, which allows the supply of a great number of dysfunctional NK cells. This is a major improvement over previous studies that used solid tumors (*16*, *18*, *19*, *23*) that are poorly infiltrated with NK cells, which limits the number of dysfunctional cells that can be analyzed. Other studies have used in vitro models of NK cell dysfunction to circumvent this limitation, activating NK cells with cross-linking antibodies against NK cell receptors (*45*, *46*) or with tumor cells, but if such conditions are relevant to in vivo NK cell dysfunction is unknown. Third, our fluorescent tumor models allow monitoring NK cell–tumor interactions throughout tumor growth by flow cytometry and not only at end stages like in the case of solid tumors that cannot be analyzed before they reach a palpable size.

Our data show that activation and dysfunction are tightly linked in NK cells. The RMA tumor, which is not recognized by NK cells, does not induce substantial NK cell dysfunction, even at high tumor loads, confirming previous studies (*16*, *23*). Moreover, our data show that activation and dysfunction are staggered in time during tumor growth. NK cell depletion experiments revealed that tumor control was limited to the early stages (days 0 to 6 in our model), while dysfunction occurred at later time points (starting at days 7 to 9), when the number of tumor cells became equivalent to that of NK cells (1:1 ratios), suggesting a causal link between NK cell dysfunction and tumor growth.

Multiple studies have documented the induction of ICPs on tumor-infiltrating NK cells in mouse models (*16*, *18*, *19*, *23*), this expression being increased if tumors were MHC-I deficient (*16*, *23*) or if mice were treated with cytokines (*18*). Treatment with cytokines alone was also reported to be sufficient to induce ICPs (*47*). Here, we show that both tumor and IFN-I contribute to ICP induction, confirming data in T cells where IFN-I was identified as a primary signal of ICP induction (*40*). In RMA-KR–bearing mice, we found that ICP-positive NK cells were less dysfunctional than ICP-negative ones, and this contradicts a previous paper using solid tumors (*23*). However, in our study, we used a hematological tumor growing in the spleen rather than a solid tumor, where ICP-positive NK cells could be the only ones in contact with tumor cells. This distinction may introduce bias into the interpretation. Moreover, as detailed above, the study of NK cell dysfunction in solid tumors is only possible when the tumor is palpable, a stage that could follow NK cell dysfunction and where additional suppressive effects of the tumor not related to dysfunction may occur. Our study suggests that Tim-3^+^ and TIGIT^+^ NK cells are less dysfunctional than NK cells not expressing these ICPs. Inhibitory effects of ICPs could mitigate NK cell activation and therefore prevent dysfunction. This observation resonates with recent findings in the Chimeric Antigenic Receptor–T cells (CAR-T)/NK cell field, where studies have demonstrated that reducing the number of Chimeric Antigenic Receptor (CAR) activating modules (*48*) or combining CAR with inhibitory receptors (*49*) has a beneficial antitumor effect by mitigating CAR cell exhaustion.

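Past the threshold, NK cells from late RMA had 3 higher genes of the T cell exhaustion list, among them Tnfrsf9 (log2 fold change 1.85) and Tigit (2.22). Late RMA-KR had 6, among them Tigit (3.09), Rgs16 (2.71), Gzmk (2.63), Tnfrsf9 (1.52) and Tox (1.03). When p was adjusted over the list alone, 6 passed in RMA and 9 in RMA-KR. Of the transcription factors in the list, Eomes was lower in RMA, with a log2 fold change of −0.75 (SE 0.19, adjusted p = 0.0352, a fold change below 2), and Tox was the only factor past the threshold in either comparison.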

Our data also show that lymphoma growth induced a transcriptional signature in NK cells similar to that of exhausted T cells, including multiple exhaustion-associated transcription factors such as Tox. Similarly, in a recent study, we demonstrated that dysfunctional human NK cells in individuals chronically infected with HBV (hepatitis B virus) exhibited a transcriptional signature similar to that of exhausted T cells induced by chronic viral infections, characterized by the expression of the exhaustion marker TOX (*26*). However, this Tox-associated transcriptional signature was neither necessary nor sufficient for NK cell dysfunction as shown by the similar induction of this signature in RMA- and RMA-KR–bearing mice and by the strong dysfunction occurring in the absence of ICP induction in RMA-KR–bearing mice treated with IFNAR antibodies. Similarly, in exhausted T cells, Tox deficiency prevents ICP expression but does not restore their reactivity (*27*–*29*), showing that the Tox-induced transcriptional program and ICPs do not explain functional exhaustion.

We have also studied the dynamics of changes induced during the antitumor response in NK cells. Analogous to what has been recently described in T cells (*50*), our data clearly show that loss of function is an event that occurs rapidly (within 16 hours) when transferring NK cells into tumor-bearing RMA-KR mice. This event is temporally disconnected from the induction of checkpoints or proliferation, which occurs later at 3 days and at least 7 days after transfer into the mice, respectively. 

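The genes of the signaling machinery were also measured in these libraries. A list of 32 genes of NK cell activating receptors and their signaling, written before the data were examined, had median log2 fold changes of 0.09 in late RMA (18 higher, adjusted p = 0.127 with camera) and −0.06 in late RMA-KR (15 higher, adjusted p = 0.667). Singly, 0 passed in RMA and 1, Cd226, passed as lower in RMA-KR (log2 fold change −1.58, adjusted p = 0.0445), also when adjusted over the list alone. Between the models the median was 0.05, with 19 higher and an adjusted p of 0.174. Without RMA late 3, this list passed in RMA against control (adjusted p = 0.00676) and between the models (adjusted p = 0.0221). For 14 effector genes, which include those of granzymes and perforin, the medians were 0.45 in RMA (13 higher, adjusted p = 0.000395) and 0.14 in RMA-KR (10 higher, adjusted p = 0.0547). Singly, 1 effector gene, Gzmb, passed in RMA and 0 in RMA-KR, and as many when adjusted over the list alone. The call in RMA held with fry (adjusted p = 0.0404) but not with the estimated correlation (adjusted p = 0.111). With camera, leaving out control 4 raised the adjusted p most, to 0.0163 in RMA and 0.536 in RMA-KR. Control 4 also had low levels of immediate early genes, which respond within minutes to cell isolation. No list was tested with a term for that difference, so it may add to these rises. Effector genes were higher in RMA than in RMA-KR by a median of 0.31 (11 of 14 higher, adjusted p = 0.0498), a call lost with DESeq2's size factors (adjusted p = 0.0506), with at least 10 counts in every library (adjusted p = 0.0772), with fry (adjusted p = 0.251), with the estimated correlation (adjusted p = 0.414) and in 4 of the 6 fits that left out a library (adjusted p up to 0.389, without RMA-KR late 1).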

Adding to this observation that dysfunctional NK cells do not have a specific transcriptional signature, our data suggest that the mechanism of dysfunction is linked to proximal changes in signaling mechanisms, which may be similar to what has been observed during NK cell education. These changes are likely induced after a period of sustained cytotoxicity, as suggested by the importance of perforin expression in the control of RMA-KR tumors. In vitro, it has been shown that human NK cells have limited efficacy in serial killing of target cells (*51*). Proximal changes may involve mTOR because a common feature of uneducated (*44*) and dysfunctional NK cells (this report) is a decreased mTOR activity.

Our data show that NK cell dysfunction is reversible upon discontinuation of the activating signal. Dysfunctional NK cells transferred into tumor-free mice rapidly recovered reactivity. This suggests that therapies aiming at reinvigorating dysfunctional NK cells should paradoxically target activating modules and, ideally, modules that would not interfere too much with NK cell reactivity (*34*). We found that cytokine treatments in vitro and in vivo had a positive effect on dysfunctional NK cells. This observation was in agreement with previous studies showing a positive impact of cytokine treatments on the function of dysfunctional NK cells (*16*, *21*, *23*). This effect may be related to the ability of several cytokines such as IL-15 or IL-18 to promote mTOR activation (*27*), the latter being a central checkpoint for NK cell reactivity (*44*). However, chronic stimulation by cytokines can also lead to NK cell dysfunction (*52*, *53*), which involves, in part, suppressors of cytokine signaling such as Cis (*54*) or Socs1 (*33*), thus suggesting that cytokines are not a reliable therapy to reinvigorate NK cells in a durable manner. More studies are needed to address this question.

In conclusion, our data demonstrate that NK cell dysfunction is a rapidly occurring event following activation by tumor cells, which happens prior to the induction of ICPs, whose expression preserves residual reactivity of NK cells. If contact with the tumor is halted, then dysfunctional NK cells can quickly recover their reactivity, providing insights into the design of antitumor therapies based on NK cells.

## MATERIALS AND METHODS

### Study design

This study was designed to investigate the mechanisms involved in NK cell dysfunction under tumor conditions in a mouse model. In each experiment, two tumor conditions were used (RMA, nonactivating condition; RMA-KR, activating condition) as well as tumor-free control mice. Mechanistically, the role of transcription and immune checkpoints in dysfunction was tested. The number of mice used in each experiment was not power-calculated, given the large number of questions asked. The project was validated by the local and national ethics committees. In each experiment, an end point based on a set of criteria was used, beyond which the mice were euthanized. In each experiment with tumor-bearing mice, data from mice in which tumors had not grown were excluded. No other exclusions were made. No randomization was performed, with the exception of experiments in which animal survival was monitored and for which the person in charge of monitoring did not know the treatment used or the tumor injected into each mouse. For each experiment, the number of animals used per condition was specified in the figure legends, as was the statistical test used to compare experimental conditions.

### Mice and in vivo procedures

All experimental procedures were approved by the local ethics committee CECCAPP according to the French recommendations in the guide for ethical evaluation of experiments using laboratory animals and the European guidelines 86/609/CEE. WT C57BL/6J mice were purchased from Charles River Laboratories (L’Arbresle). Ly5a heterozygotes mice and *Prf1^−/−^* were bred in our animal house. Female mice (7 to 9 weeks old) were used unless specified.

For intravenous injection, tumor cells were resuspended in 150 μl of Hanks’ balanced salt solution (Gibco) and 5 × 10^5^, 5 × 10^6^, or 5 × 10^7^ cells were injected in the tail vein. For functional analysis, mice were injected with 5 × 10^7^ tumor cells, compared to 5 × 10^6^ for survival analysis. For depletion experiments, monoclonal antibodies (mAbs) were purchased from BioXcell. To deplete NK cells, mice were injected intraperitoneally with 200 μg of PK136 on day −1 or on days 3, 6, and 9 relative to tumoral cell injection. To deplete T cells, mice were injected intraperitoneally with 100 μg of 53.5.8 clone (anti-CD8β) and 100 μg of GK1.5 (anti-CD4) on day −1 and every 5 days thereafter. Control mice were injected intraperitoneally with 200 μg of polyclonal anti-rat immunoglobulin G on day −1. Specific depletions were confirmed by cell staining using antibody clones different from the ones used for depletions. To block IFN-γ, mice were injected intraperitoneally with 200 μg of XMG1.2 on day −1. To block IFNAR-I, mice were injected intraperitoneally with 200 μg of MAR1-5A3 on day −1 and every 4 days thereafter. To block Lag-3, mice were injected intraperitoneally with 200 μg of C9B7W on day +3 (for RMA-bearing mice) or day +6 (for RMA-KR–bearing mice) and every 4 days thereafter. To block Tim-3, RMA-KR–bearing mice were injected with 200 μg of RMT3-23 on day +11 and every 4 days. For the IL-15/IL-15Rα complex (IL-15cplx) treatments, mice were injected intraperitoneally with 4 μg of IL-15cplx (*43*) twice within a 2-day interval.

### Culture and modification of the RMA cell line

All cell lines were cultured in RPMI 1640 medium (Invitrogen Life Technologies) supplemented with 10% fetal calf serum, 2 mM l-glutamine, 10 mM penicillin/streptomycin (HCL Technologies), 1 mM sodium pyruvate (PAA Laboratories), 20 mM Hepes (Gibco), and nonessential amino acids (Gibco). Cell cultures were maintained at 37°C in an incubator with a humidified atmosphere of 5% CO_2_/95% air and used for in vivo injection after three passages.

#### Gene editing

A single guide RNA targeting the first exon of the mouse *B2m* gene (sequence: AGTCGTCAGCATGGCTCGCT) was cloned into the pX458 plasmid (Addgene), which also contains the Cas9 gene. Then, 0.2 × 10^6^ parental RMA cells were transfected by electroporation using the Neon transfection system (Thermo Fisher Scientific; 1 pulse/50 ms/1080 V). Transfection efficiency was analyzed by green fluorescent protein (GFP) expression 24 hours after transfection. Cells were sorted for GFP expression 48 hours after transfection with the FACSAria II instrument. Rae1-β gene was subcloned from the MR220341 plasmid (Origene) into the pRRLSIN-MND-IRES2-ZsGreen-WPRE lentiviral vector (p297, Vect’UB vectorology platform, Bordeaux). After amplification, RMA or MHC-I–deficient RMA cells were transduced with the empty p297 lentivirus or containing Rae1-β at a multiplicity of infection of 50 and incubated for 24 hours. Forty-eight hours after transduction, cells were sorted for the expression of ZsGreen and subcloned.

### Flow cytometry analysis

A total of 1.5 × 10^6^ spleen cells were stained for 30 min at 4°C with the appropriate mAbs detailed in table S3. Intracellular staining for Ki67 and transcription factors was performed with the Foxp3 Fixation/Permeabilization buffer kit (eBioscience). Intracellular staining for cytokines and nontranscription factors proteins was performed with the Cytofix/Cytoperm kit (BD Biosciences). Intracellular staining of phosphorylated proteins was performed with Lyse/Fix and Perm III buffers (BD Biosciences). Phosphorylated proteins were stained for 1 hour at 4°C. Flow cytometry analysis was performed on a FACS Fortessa (BD Biosciences) or a Cytek Aurora (Cytek). Fluorescence Minus One controls were used to set the gates, and data were analyzed with the FlowJo 10.9.0 software (BD Biosciences).

### NK cell purification and sorting

#### Negative depletion

Spleen cell suspensions were incubated at 250 million/ml with biotinylated mAbs against CD3 (145-2C11, BioLegend), CD5 (53-7.3, BioLegend), Ly-6G (RB6-8C5, eBioscience), CD24 (M1/69, BioLegend), CD4 (GK1.5, BioLegend), CD8 (53-6.7, BioLegend), CD19 (1D3, eBioscience), and TER-119 (ter119, BioLegend), followed by incubation with anti-biotin microbeads (Miltenyi) for 15 min at 4°C for both steps. Then, splenocytes were washed and enriched by magnetic separation using autoMACS (Miltenyi) to obtain a cellular suspension containing 30 to 80% of NK cells.

#### Cell sorting

Cell suspensions were stained for 30 min at 4°C using the following antibodies: CD3 fluorescein isothiocyanate (FITC) (145-2C11, BioLegend), CD5 FITC (53-7.3, eBioscience), CD19 FITC (1D3, BD Biosciences), T cell receptor (TCR) α/β FITC (H57-597, BioLegend), TCR γ/δ FITC (GL3, BD Biosciences), NKp46 allophycocyanin (APC) (29A1.4, BioLegend), and NK1.1 APC (PK136, BD Biosciences) and a viability dye LIVE/DEAD fixable Near-IR (Invitrogen). Then, NK cells (APC^+^ FITC/Near-IR^−^) were sorted on an Aria II (BD Biosciences) to obtain 98 to 100% of purity.

### Cell culture and stimulation

To measure CD107a degranulation and IFN-γ expression, cell suspensions were stimulated for 4 hours on antibody-coated plates using anti-NK1.1 (PK136, BioXcell), anti -NKG2D (Mi-6, eBioscience), anti-Ly49D (4E5, BD Biosciences), or anti-NKp46 (29A1.4, home-made) at the indicated concentrations in Immulon 2 HB plates (Corning) or with PMA (50 ng/ml) and ionomycin (1 μM) and/or with recombinant mouse cytokines (PeproTech): IL-12 (25 ng/ml), IL-18 (5 ng/ml), or IL-15 (100 ng/ml), or cocultured with indicated target cell lines at a 5:1 target/effector ratio in the presence of GolgiStop (BD Biosciences) and anti-CD107a. The percentage of NK cells positive for CD107a and IFN-γ was then measured by flow cytometry.

For phospho-flow analysis, 3 × 10^6^ splenocytes were stimulated with IL-15 (100 ng/ml) for 15 min before fixation with Lyse/Fix. Cells were then permeabilized with Perm III buffer and stained. For the kinetic measurement of CD122 internalization, 1.5 × 10^6^ splenocytes were stimulated with IL-15 (100 ng/ml) for the indicated times and the surface level of CD122 was measured by flow cytometry.

In some experiments, total splenocytes were cultured for 24 hours with IL-15 (1 ng/ml) with or without blocking antibodies against Lag-3 and Tim-3 (C9B7W, RMT3-23; 10 μg/ml) and with or without CPI-444, an inhibitor of adenosine receptor A2AR. In other experiments, dysfunctional NK cells were fluorescence-activated cell sorting (FACS)–sorted then cultured for 24 hours with cytokines [IL-15 (1 or 100 ng/ml) or IL-21 (20 ng/ml)].

### In vitro cytotoxic assay

Sorted NK cells were cocultured for 4 hours with the indicated cell lines at different effector-to-target (E/T) ratios in 96-well V-bottom plates. The number of targets cells was set to 5000 cells per well (RMA or RMA-Rae1-β or RMA-KO or RMA-KR or RMA-KO-NanoLuc or RMA-KR-NanoLuc) and the final volume at 180 μl. The plates were spun down 2 min at 1200 rpm prior to the 4-hour coculture.

To quantify the death of target cells by flow cytometry, RMA or RMA-Rae1-β or RMA-KO or RMA-KR tumor cells were previously labeled with CTV dye at 2 μM in PBS (Thermo Fisher Scientific). After 4 hours, cells were collected, and dead cells were labeled using the LIVE/DEAD fixable Near-IR stain reagent from Invitrogen following the manufacturer’s recommendations. Cells were analyzed by flow cytometry, and the percentage of dead tumor cells was determined by gating on CTV^+^ cells.

To quantify the death of RMA-KO-NanoLuc or RMA-KR-NanoLuc, 50 μl of coculture supernatants was collected after 4 hours of coculture and transferred into white, flat-bottom 96-well plates. The NanoLuc activity was measured by adding 50 μl of the Nano-Glo Luciferase Assay System from Promega. The bioluminescence was measured for 0.1 s with TECAN Infinite 200 PRO. The maximum of bioluminescence (100% of dead target cells) was measured by collecting 50 μl of supernatants from target cells previously lysed with 180 μl of NP-40 lysing buffer.

### Assessment of NK cell proliferation and function upon transfer in lymphoma-bearing mice

NK cells from the spleen of Ly5a x C57BL/6J mice were first enriched by negative depletion and then stained with 2 μM Cell Trace Violet (Thermo Fisher Scientific) for 15 min at 37°C. The percentage of NK cells was calculated, and 1 × 10^6^ NK cells were injected in the ophthalmic venous sinus of control or RMA- or RMA-KR–bearing mice. Upon recipient mice euthanasia, splenic and liver NK cells were enriched by negative depletion. Proliferation was then monitored by measurement of CTV fluorescence using flow cytometry. NK cell functionality was measured in the same samples as exposed above. Transferred NK cells were distinguished from endogenous NK cells based on CD45 alleles (CD45.2 versus CD45.1-CD45.2).

### Measurement of spleen cytokine levels by ELISA

Spleens from control or RMA- or RMA-KR–bearing mice were collected at different time points and dissociated in 1 ml of complete medium. The cell suspension was then centrifuged, and the supernatant was collected. The level of different cytokines in the supernatant was measured by ELISA using the following kits: Mouse IFN-γ ELISA MAX Deluxe Set (BioLegend), Mouse IL-6 DuoSet (R&D Systems), Mouse IL-15 DuoSet (R&D Systems), and Mouse TNFα DuoSet (R&D Systems).

### ISG expression by RT-qPCR

One million splenocytes were lysed in TRIzol (Thermo Fisher Scientific). Total RNA was then extracted using the Direct-zol RNA microprep kit (Ozyme). The extracted RNA concentration was determined using the QuantiFluor RNA system (Promega). The level of ISGs was monitored by semiquantitative RT-PCR (StepOnePlus Real-Time PCR System, Thermo Fisher Scientific) using the following primers: ISG-15-R (CACGGACACCAGGAAATCGT; Sigma-Aldrich), ISG-15-F (AAGCAGCCAGAAGCAGACTC; Sigma-Aldrich), RSAD2-R (CTCAATTAGGAGGCACTGGAA; Sigma-Aldrich), RSAD2-F (GTGGACGAAGACATGAATGAAC; Sigma-Aldrich), GAPDH-R (TGTCATCATACTTGGCAGGTTTCT), and GAPDH-F (GCATGGCCTTCCGTGTTC). The results were normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### Analysis of cytokine production by in vitro stimulated NK cells by CBA

FACS-sorted NK cells were stimulated using plate-bound anti-NK1.1 (PK136, BioXcell) for 24 hours at 37°C. The culture supernatant was collected, and the amount of IFN-γ, CCL3, CCL5, and GM-CSF was measured by flow cytometry using Cytometric Bead Array (CBA; BD Biosciences) according to the manufacturer’s instructions.

### RNA sequencing

#### Sequencing

Total RNA was purified using the Direct-zol RNA microprep kit (Ozyme) according to the manufacturer’s instructions and was quantified using the QuantiFluor RNA system (Promega). RNA-seq libraries were generated using mRNAseq library Prep Kit V2 (LEXOGEN). Tagged library quality was checked on D1000 screen tape and analyzed on TapeStation 4200 (Agilent). Sequencing was performed by the GenomEast platform, a member of the “France Génomique” consortium (ANR-10-INBS-0009), on an Illumina HiSeq 4000 sequencing machine (read length, 1 x 50 nt).

#### Analysis

Reads were processed using an in-house RNA-seq pipeline of the GenomEast facility. Briefly, raw data were preprocessed using cutadapt 1.10 to remove the adaptor and low-quality sequences (Phred quality score below 20). Reads shorter than 40 bp were removed for further analysis. Remaining reads were mapped to mouse ribosomal RNA (rRNA) sequences using bowtie 2.2.8, and reads mapped to rRNA sequences were discarded for further analysis. Remaining reads were aligned to the mm10 assembly of the mouse genome with STAR 2.5.3a. Gene quantification was performed with htseq-count 0.6.1p1 using the “union” mode and Ensembl 96 annotations. Differential gene expression analysis between groups of samples was performed using the method implemented in the Bioconductor R package DESeq2 1.16.1, with the following nondefault options: betaPrior = TRUE and alpha = 0.05. *P* values were adjusted for multiple testing using the Benjamini and Hochberg method.

### Adoptive transfer of NK cells to assess functional recovery

NK cells from control or RMA-KR–bearing mice were FACS-sorted and adoptively transferred into Ly5a x C57BL/6J mice via the retro-orbital sinus. After 7 to 13 days, NK cells were purified from recipient mice and their phenotype and functionality were assessed. Transferred NK cells were distinguished from recipient NK cells based on CD45 alleles (CD45.2 versus CD45.1-CD45.2).

### Statistical analysis

Statistical analyses were performed using Prism 6 (GraphPad Software). Different parametric or nonparametric tests were used, as appropriate and as indicated in the figure legends.

# Supplementary material for: Tumor-induced natural killer cell dysfunction is a rapid and reversible process uncoupled from the expression of immune checkpoints
**Source:** Sci Adv. 2024 Aug 28;10(35):eadn0164. doi: 10.1126/sciadv.adn0164
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Legends for tables S1 to S3

Supplementary Materials for  
**Tumor-induced natural killer cell dysfunction is a rapid and reversible  
process uncoupled from the expression of immune checkpoints**

Kévin Pouxvielh *et al.*

*Sci. Adv.* **10**, eadn0164 (2024)  
DOI: 10.1126/sciadv.adn0164

**The PDF file includes:**

Figs. S1 to S7  
Legends for tables S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S3

**Figure S1.**

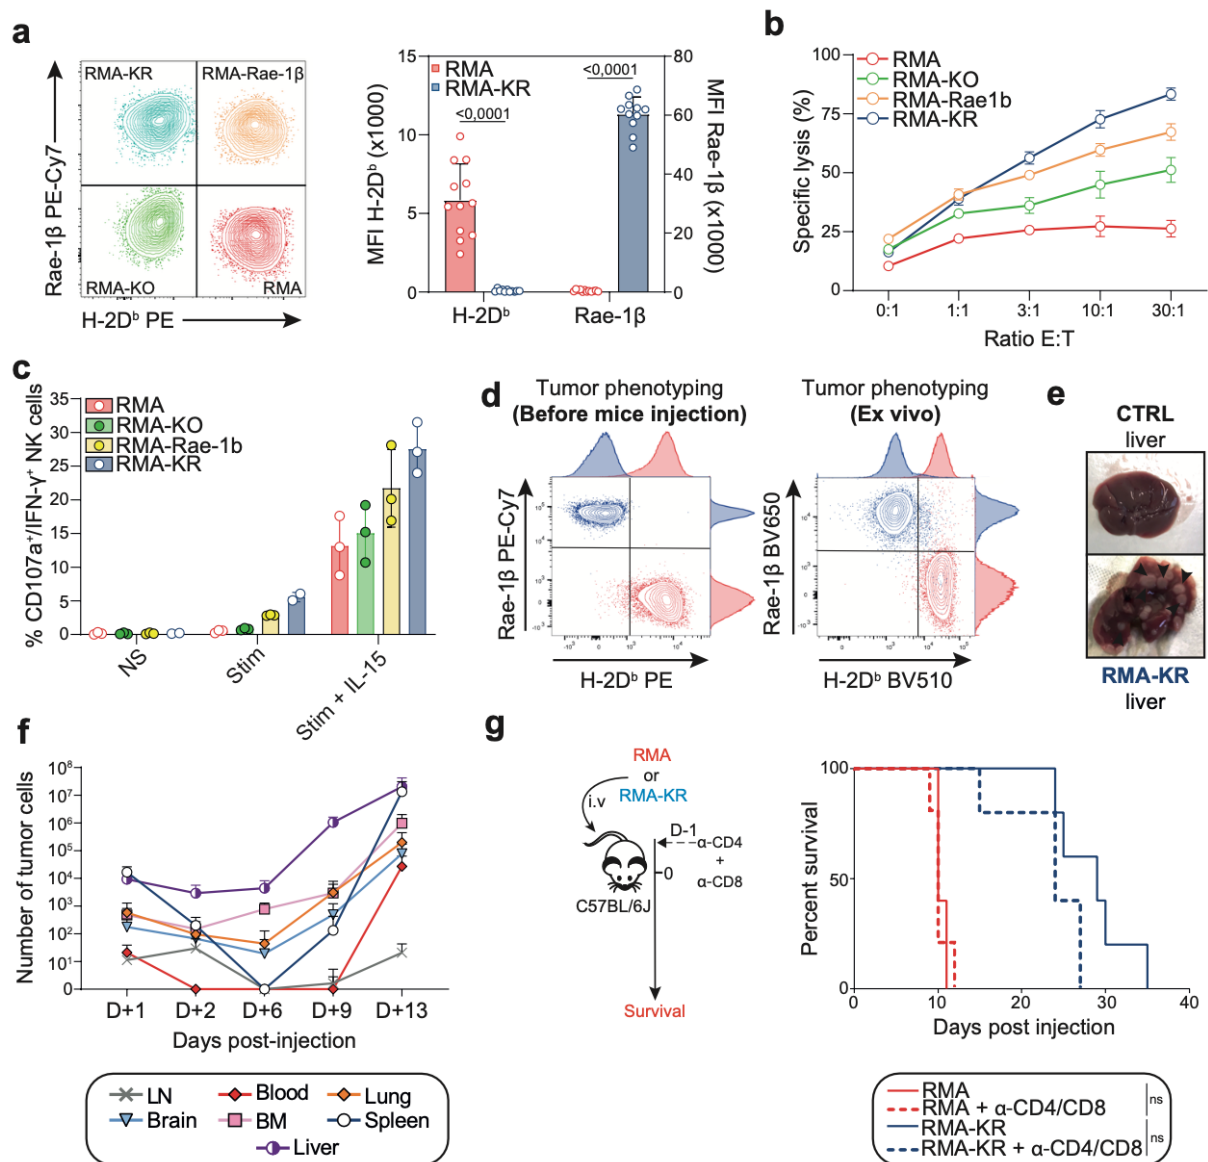

**Figure S1. Modifications of the RMA line and characterization of the tumor model**

(A) Flow cytometry expression of H-2D<sup>b</sup> and Rae-1 $\beta$  expression in modified RMA lines. Left: density plot showing H-2D<sup>b</sup> and Rae-1 $\beta$  expression in the indicated lines. Right: Mean fluorescence intensity of H-2D<sup>b</sup> and Rae-1 $\beta$  staining measured at different cell passages. Graph show means  $\pm$  SD and a Mann-Whitney analysis was performed (p-value are presented).

(B) Cytotoxicity assay of resting spleen NK cells against indicated cell lines (n=3 mice/group).

(C) Flow cytometry analysis of surface CD107 and intracellular IFN- $\gamma$  expression upon 4-h stimulation with the indicated cell lines (n=3 mice/group).

(D) Flow cytometry analysis of H2Db & Rae1 $\beta$  expression by RMA-KR cells before injection (left panel) or isolated from the spleen of C57BL/6 mice at late stages of tumor growth (right panel).

(E) Pictures of livers from C57BL/6 mice at late stages of tumor growth.

(F) Flow cytometry analysis of the number of RMA-KR cells in different organs of C57BL/6 mice at the indicated stages of tumor growth (n=5 mice/group).

(G) Survival curve of mice previously depleted or not of CD4 and CD8 T cells by means of anti-CD4 and anti-CD8 injection (D-1) and injected with RMA or RMA-KR cells (D0) (n=5 mice/group). The pictogram at the left of the graph describes how the experiment was performed. Kaplan-Meier analyses according to the log-rank (Mantel-Cox) test were presented (right).

**Figure S2.**

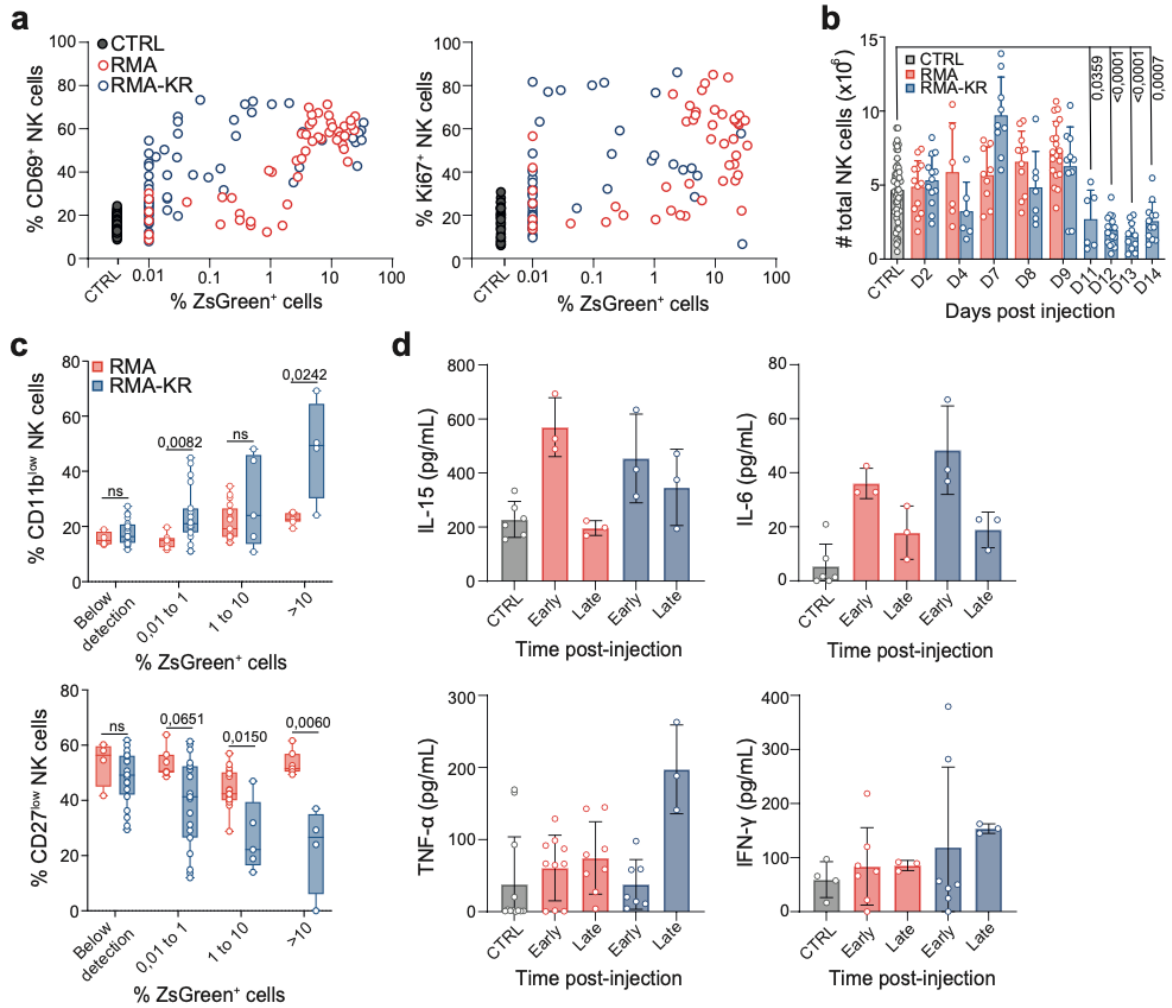

**Figure S2: Maturation and number of NK cells during tumor growth**

(A) The percentage of CD69<sup>+</sup> and Ki67<sup>+</sup> splenic NK cells were measured by flow cytometry over time after tumor injection and was expressed relative to the percentage of tumor cells in both RMA and RMA-KR models (n=48-72 mice/group).

(B-C) Flow cytometry analysis of spleen NK cells in C57BL/6 mice injected with RMA or RMA-KR cells. (B) Evolution of NK cell number during tumor growth (n=51-90). (C) Evolution of NK cell maturation, as defined by CD11b and CD27 expression during tumor growth (n=35-48 mice/group). For (B-C) graphs show means ± SD and Mann-Whitney analysis was performed (p-value are presented).

(D) Measurement of cytokine concentrations in the spleen exudate by Elisa, at different timepoints after tumor injection: early (Day-2), and late (Day-9 for RMA, and Day-12 for RMA-KR). Results show the cytokine concentrations measured (n=3-12 mice/group).

**Figure S3.**

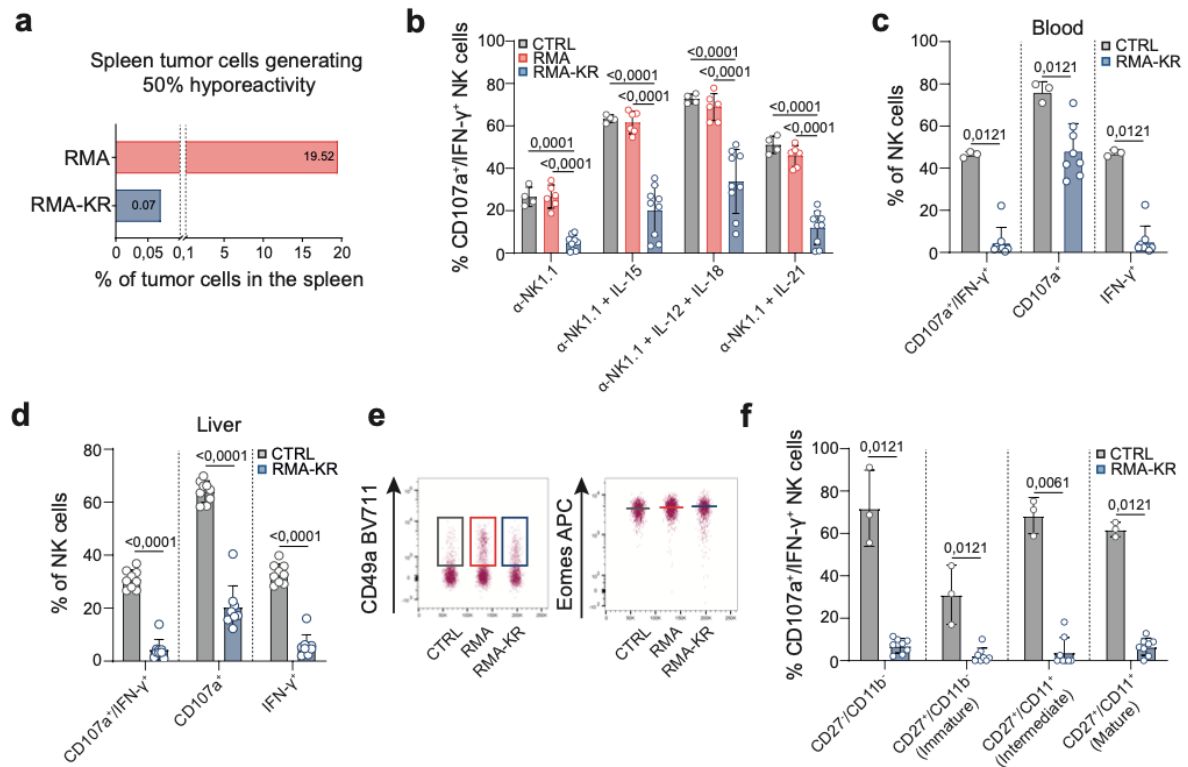

**Figure S3: RMA-KR tumor progression induces NK cell dysfunction**

(A) Frequency of tumor cells in the spleen inducing 50% decrease of CD107a $^+$  IFN- $\gamma$  $^+$  NK cells after NK1.1 stimulation *ex vivo*, calculated based on results shown in Figure 3.

(B) Flow cytometry analysis of surface CD107 and intracellular IFN- $\gamma$  in spleen NK cells from tumor-bearing mice at late stages of tumor growth. NK cells were restimulated in the indicated conditions (n=4-9 mice/group). Graphs show means  $\pm$  SD and Two-way ANOVA analysis followed by Tukey's multiple comparison test was performed (p-value are presented).

(C-D) Flow cytometry analysis of surface CD107 and intracellular IFN- $\gamma$  in NK cells from the indicated organs of tumor-bearing mice at late stages of tumor growth, after NK1.1-mediated stimulation (n=3-9 mice/group). Graphs show means  $\pm$  SD and Mann-Whitney analysis was performed (p-value are presented).

(E) Flow cytometry analysis of CD49a and Eomes expression in spleen NK cells from the indicated mice.

(F) Flow cytometry analysis of surface CD107 and intracellular IFN- $\gamma$  in the indicated spleen NK cell maturation stages at late stages of RMA-KR tumor growth or control mice, after NK1.1-mediated stimulation (n=3-8 mice/group). Graphs show means  $\pm$  SD and Mann-Whitney analysis was performed (p-value are presented).

**Figure S4.**

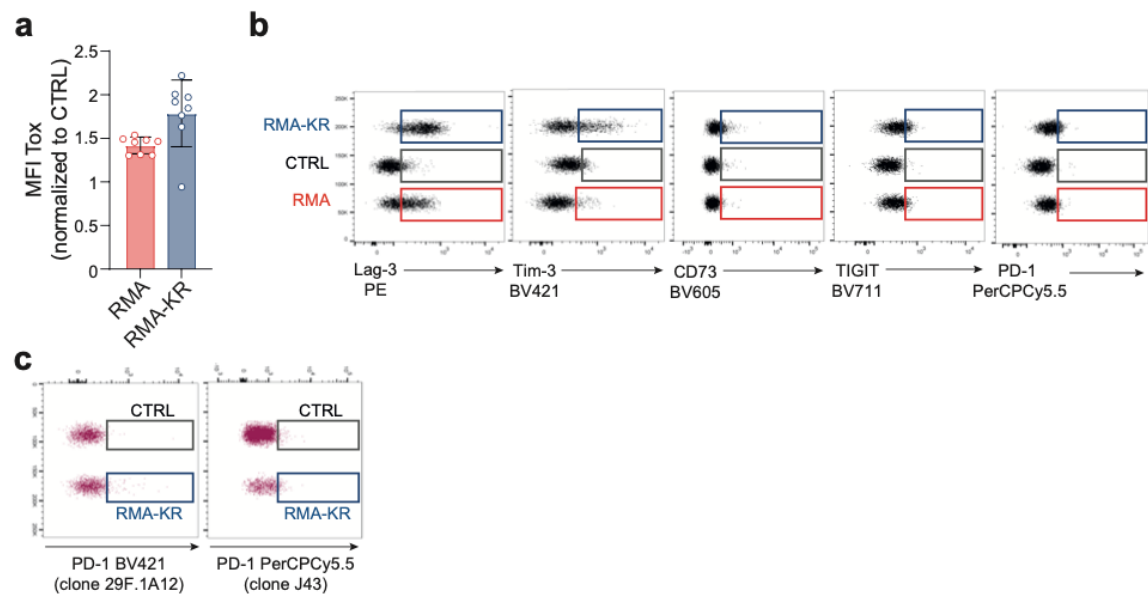

**Figure S4: Expression of Tox and ICPs in dysfunctional NK cells**

(A) Flow cytometry analysis of intranuclear Tox expression in NK cells from RMA- or RMA-KR bearing mice at late stages of lymphoma growth. Bar graphs show the mean fluorescence intensity of Tox staining in gated NK cells from different mice (dots), relative to control NK cells (n=8 mice/group).

(B) Representative flow cytometry dot plots showing the expression of the indicated immune checkpoints in NK cells from control or tumor-bearing mice.

(C) Flow cytometry analysis of Pd1 expression in NK cells from tumor-bearing mice using the indicated antibodies.

**Figure S5.**

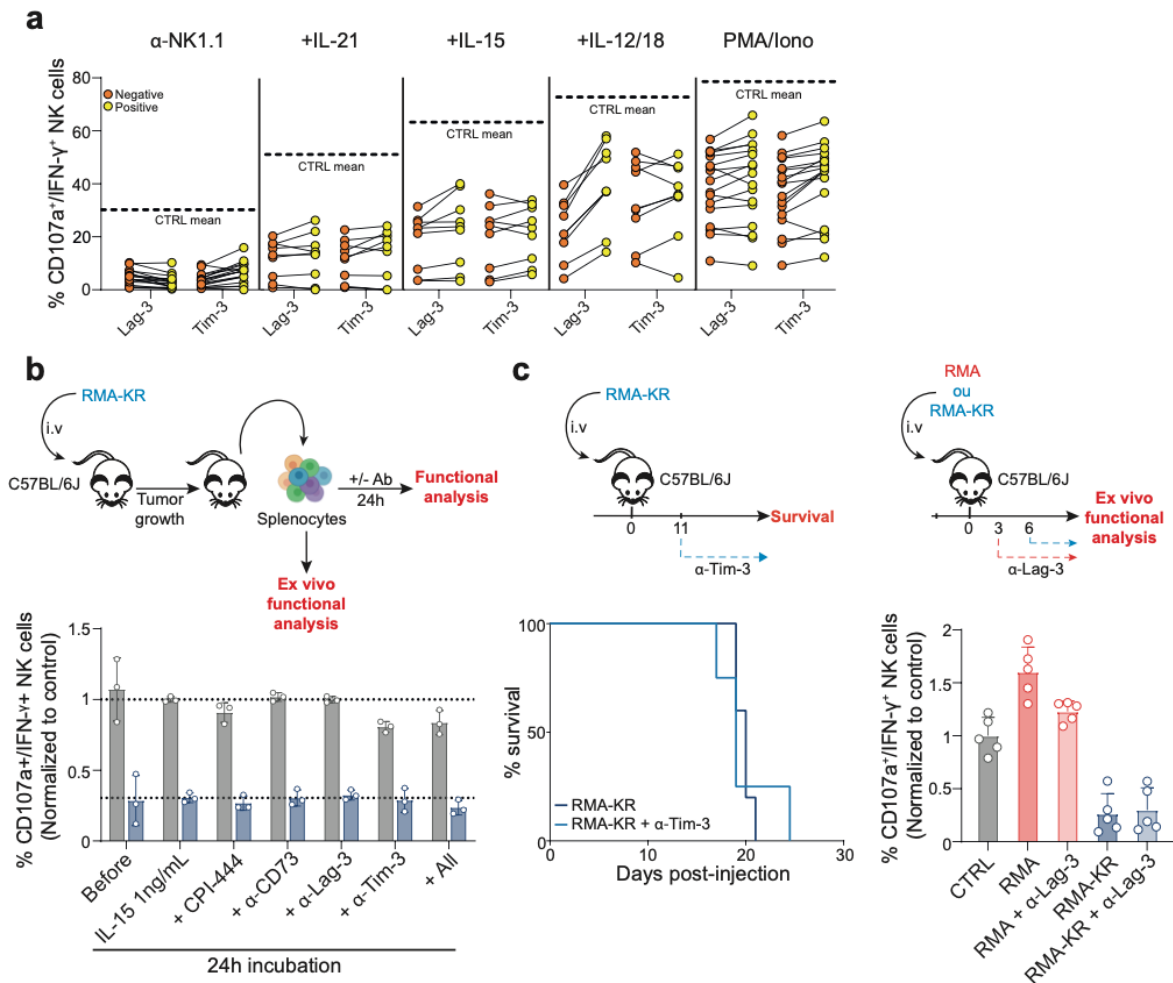

**Figure S5: ICPs are not associated with NK cell dysfunction**

(A) Co-expression of CD107a and IFN-γ relative to the expression of the indicated ICPs in NK cells stimulated in the indicated conditions (n=9-17 mice/group).

(B) Splenocytes from control or RMA-KR bearing mice were cultured 24h *in vitro* in the presence of combinations of blocking antibodies against ICPs, or with CPI-444, an inhibitor of Adenosine receptor A2AR, as indicated, and their reactivity to NK1.1-mediated stimulation was measured (n=3 mice/group) before or after incubation. The results are normalized to control NK cells for each culture conditions.

(C) C57BL/6 RMA or RMA-KR bearing mice were treated i.p. with Tim3 or Lag3 blocking antibodies (200ug) started at the indicated times after tumor cell injection (corresponding to their expression) and every 4 days. Mouse survival was monitored over time for Tim3 blockade (left) and NK cell reactivity was monitored using NK1.1-mediated stimulation for Lag3 blockade (right). (n=5 mice/group)

**Figure S6.**

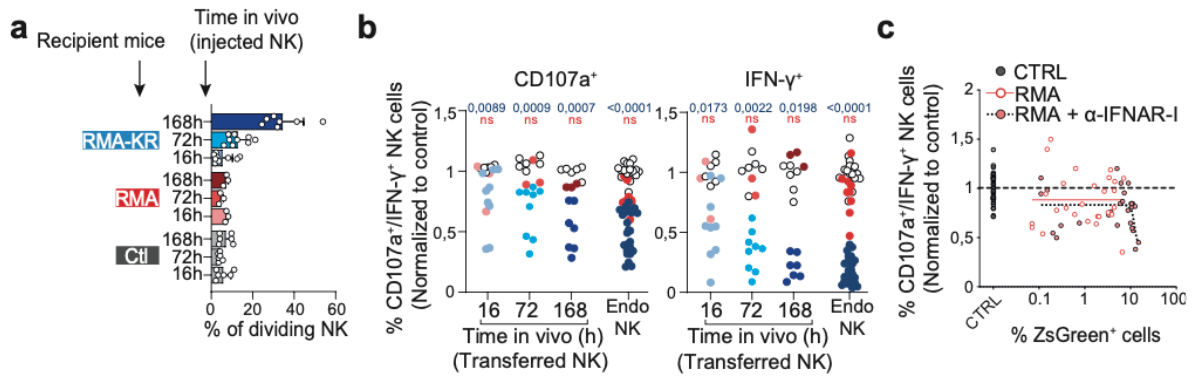

**Figure S6: Dynamics of NK cell dysfunction and proliferation in tumor-bearing mice**

(A) NK cells from Ly5a x C57BL/6 mice were enriched by negative depletion, stained with CTV and were injected 168h, 72h or 16h before end-stage of tumor growth in RMA or RMA-KR bearing C57BL/6 mice, as outlined in Figure 6A; control mice not injected with tumor were also included (N=3-9 per condition). At the indicated time point (Day 8 after RMA injection, or Day 15 after RMA-KR injection), transferred mice were sacrificed, and spleen cells were analyzed by flow cytometry. The percentage of divided transferred NK cells was monitored by the CTV dilution upon cell division. Graphs show means  $\pm$  SD

(B) Reactivity of purified NK cells to NK1.1-mediated stimulation, as determined by expression of surface CD107a or intracellular IFN- $\gamma$  and normalized to endogenous NK cells from Control. Graphs show the normalized percentage of CD107a<sup>+</sup> or IFN- $\gamma$ <sup>+</sup> NK cells in individual mice are shown on the right. Each dot represents a single mouse and a Kruskal-Wallis's analysis followed by Dunn's multiple comparison test was performed (n.s P>0,05; \*P<0,05; \*\*P<0,01; \*\*\*\*P<0,0001).

(C) Results show NK cell reactivity in control or RMA bearing mice, previously treated or not with blocking IFNAR antibody, relative to the percentage of tumor cells in the spleen (n=27-33 mice/group). The curves were fitted using a non-linear model.

**Figure S7.**

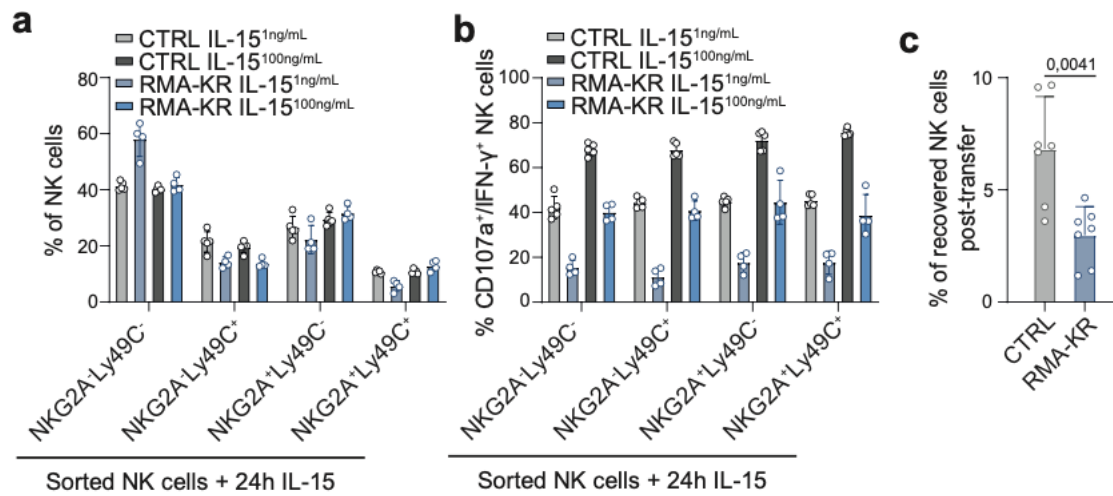

**Figure S7 : The reversion of NK cell dysfunction is independent of education process and sub-population selection**

(A-B) NK cells were sorted from RMA-KR bearing mice at late stages of tumor growth. They were then treated with IL-15 at the indicated concentration o/n before analysis. (A) Proportion of NK cells expressing education markers NKG2A and/or Ly49C and (B) reactivity of the corresponding subsets to NK1.1-mediated stimulation, as determined by expression of surface CD107a or intracellular IFN- $\gamma$  by flow cytometry. Graphs show means  $\pm$  SD and each dot represents a single mouse.

(C) NK cells were sorted from RMA-KR bearing mice at late stages of tumor growth or control mice and adoptively transferred into Ly5a x C57BL/6 mice. The percentage of NK cells recovered respective to the number of cells transferred was determined in the spleen of recipient mice 7 days post-transfer.

**Table S1:** Lists of genes differentially expressed ( $FC > 2$  and adj.p value  $< 0.05$ ) between RMA and control, RMA-KR and control or RMA and RMA-KR conditions.

**Table S2:** Functional annotation of genes differentially expressed between RMA-KR and control conditions in NK cells, as determined using Metascape. Redundant functional terms were removed to simplify the analysis.

**Table S3:** antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

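RNA-seq of NK cells sorted from control mice and from mice bearing RMA or RMA-KR tumors gave 24 libraries in 7 groups: 4 control, 3 RMA early and 3 RMA-KR early (day 2), 3 RMA intermediate (day 4), 5 RMA-KR intermediate (day 7), 3 RMA late (day 9) and 3 RMA-KR late (day 14). Groups were taken from the sample labels, and no library was left out. For the early and intermediate stages the paper reports no RNA-seq result.

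The authors prepared libraries from total RNA with an mRNA-seq kit, trimmed adaptors and low-quality bases with cutadapt, discarded reads that matched ribosomal RNA with bowtie, aligned the rest to the mm10 assembly with STAR and counted reads on Ensembl genes with htseq-count in union mode. The values the authors deposited are counts of reads per gene, without normalization, as whole numbers for 45237 genes. The deposited table has 112 columns. The 24 count columns were used. Another 48 columns with other values per library, and the columns of the authors' own comparisons, were not used here. The paper's differential test was DESeq2 with betaPrior=TRUE, which was run as an alternative.

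Total counts per library ran from 5138651 to 14863500, with a median of 10489204, so that a floor of 3 counts corresponds to less than 1 CPM. Counting error was small next to the variation between libraries of a group: the correlation of their log2 values ran from 0.81 to 0.964. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a lower bound against that floor. This floor covers counting error only.

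Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr on the 7 groups, which left 17097 genes. Counts were scaled with TMM, and a model with 1 mean per group was fitted to all 24 libraries with robust dispersion estimates and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A gene was called changed with an adjusted p under 0.05 and a fold change above 2 in either direction. Standard errors of log2 fold changes were derived from the log2 fold change and the F statistic. Comparisons set before the data were examined were each tumor group against control, RMA against RMA-KR at the early and the late stage, and the difference between the models in the change from early to late. The comparison of RMA intermediate with RMA-KR intermediate was added after the data were seen.

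Gene lists were tested with limma's camera (preset correlation 0.01, log2 CPM with a prior count of 2, 2-sided) and adjusted over the 8 lists of each comparison. The lists, written from general knowledge before the data were examined, hold S and G2/M phase genes, interferon-stimulated genes, IL-2 and IL-15 response genes, IL-12 and IL-18 response genes, immune checkpoint genes, T cell exhaustion genes, NK cell effector genes, and NK cell activating receptor and signaling genes. They are not the modules of Fig. 4B and Fig. 4C. Marker lists for B cells, T cells, macrophages and monocytes, granulocytes and red blood cells were written at the same time. Lists of immediate early genes and of plasma cell genes were added later, and the mitotic cell cycle list was read from table S2.

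Single genes are named by a rule written before the data were examined: the genes the paper names for its RNA-seq data, the genes of the checkpoint proteins and of other proteins or transcripts it measured by other methods, the 5 highest and 5 lowest log2 fold changes of each late comparison (3 and 3 for earlier stages) among called genes whose groups do not overlap, and called members of the gene lists. Some of the genes that this rule names are not reported here. Pdcd1, which encodes PD-1, had too few counts to be tested. Positions are those of the deposited table, on mm10.

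The alternatives tried were DESeq2's size factors in edgeR, DESeq2 with its default settings, DESeq2 with betaPrior=TRUE, no filter on low counts, at least 10 counts in every library, the replicate number as a replicate block, only the libraries of the groups compared, each library left out in turn, separate controls for the 2 late comparisons, and for lists an estimated correlation and the rotation test fry. A term for a handling difference was added after the data were seen. For each comparison, the libraries were also split in the other possible ways into groups of the same sizes, with 100 splits drawn where there were more.

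The procedure was tested on simulated data with the group sizes, totals and variation per gene of these libraries, in which 200 of 17097 genes above 5 normalized CPM were raised or lowered 4-fold in 1 group of 3. It called 123 of them (61.5%), all in the right direction, and called 3 of 14930 unchanged genes.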

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

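Of the tests below, those of total counts, of genes at the floor and of the handling difference as a source of the smaller number at RMA-KR intermediate were chosen only after the result was seen, as was the comparison of the intermediate groups with each other.

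At the intermediate stage of RMA (day 4), whose libraries the paper does not report on, 282 genes passed an adjusted p of 0.05 and a fold change of 2 against control, 216 higher and 66 lower. A cell cycle, cell division, DNA replication or mitotic term was carried by 108 of the 216 higher genes (50%, 2-sided Fisher's exact test, p = 1.57e-62), and the interferon-stimulated genes had a median log2 fold change of 1.62 with 31 of 34 higher. Only the real split among the 35 splits of these 7 libraries gave as many genes (1 of 35), and the largest other split gave 20. The count fell to 166 without RMA intermediate 3 and stayed at or below 226 in the fits that left out a library. The split count argues against an arbitrary grouping of these libraries. It says nothing on a technical difference that follows the group, such as one between sampling days, because the day is the same within a group. The response to the growing tumor is the explanation that the design offers. It stays a hypothesis, since it was not tested apart from the day.

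At the intermediate stage of RMA-KR (day 7), 3 genes passed against control: Serpine2 (log2 fold change 2.72, SE 0.44, adjusted p = 0.0337), Tnfrsf9 (1.63, SE 0.28, adjusted p = 0.0377) and Pim2 (1.46, SE 0.24, adjusted p = 0.0337). Of 100 of the 126 splits, 5 gave as many genes. The largest count, 111, came from setting control 1 to 3 and RMA-KR intermediate 1 and 2 against control 4 and RMA-KR intermediate 3 to 5. That split follows a difference seen in Fos and Jun, 2 immediate early genes. Fos ran from 67.3 to 88.3 normalized CPM in those 4 libraries and from 403 to 1910 in the other 20, and Jun from 91.2 to 155 and from 363 to 1050. Of 17 immediate early genes, 15 were lower in these libraries within both groups, against 29.4% of other genes (Fisher's exact test, p = 7.5e-07), with medians of −1.77 within control and −2.50 within RMA-KR intermediate. Fewer counts do not set these libraries apart: of the 4, 0 had a total below all the other 20. The number of genes detected does, from 24621 to 27820 in the 4 and at most 24234 in the other 20, which goes with a technical difference. A difference in handling of the samples is a candidate explanation for the 15 genes, because immediate early genes respond within minutes to cell isolation. The labels name no batch, and a biological cause for these 4 libraries was not tested. With a term for this difference, chosen after the data were seen, 0 genes passed at RMA-KR intermediate.

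The smaller number at RMA-KR intermediate than at RMA intermediate was weighed against technical causes. If it came from a larger spread alone, the 216 genes higher at RMA intermediate would have risen as much at RMA-KR intermediate. Their median log2 fold change was 2.09 at RMA intermediate and 0.69 at RMA-KR intermediate, where 204 of the 216 were higher. Because these genes were selected at RMA intermediate, part of this gap arises from the selection. The 93 S and G2/M genes, which were not selected on these libraries, had medians of 2.59 and 0.40 against control. If the handling difference were the cause, the libraries without it would rise as much as those of RMA intermediate. Against control 1 to 3, the S and G2/M genes had medians of 0.09 and 0.34 in RMA-KR intermediate 1 and 2, which lack the difference, and from 2.64 to 2.92 in the 3 RMA intermediate libraries. For the interferon-stimulated genes the medians were 0.15 and −0.07 against 1.54 to 1.85. These values argue against the handling difference as the cause. Tested directly, 86 genes differed between the 2 intermediate groups, 82 higher in RMA and 4 lower. This balance depended on the test. The share of called genes higher in RMA was 95.3% here and 93.4% with DESeq2's size factors. It was 69.8% with the handling term, 65.3% with DESeq2 and betaPrior=TRUE, and 44.6% with DESeq2's defaults. The S and G2/M genes had a median difference of 1.72 with all 93 higher, and the interferon-stimulated genes of 1.28 with 33 of 34 higher. Of the 56 splits of the 8 libraries 1, the real one, gave as many genes. The split of RMA-KR intermediate 3 to 5 from the rest, which follows the difference in immediate early genes, came close with 82. With the term in the model 53 genes passed, of which 34 were among the 86. Without RMA-KR intermediate 4 the count was 34. The sampling day (4 and 7) and the tumor differ together, so that these 2 biological explanations could not be separated, and neither was tested. Tumor load may differ as well. The paper reports a delayed growth of RMA-KR and an activation of NK cells that followed the load in the spleen. The sample titles give no load, so it was not tested either.

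At day 2 of RMA-KR, 14 genes passed against control, 0 higher and 14 lower. The most reduced were at the floor of 3 counts in all 3 RMA-KR libraries: Stk35 at least 43.3-fold lower, Clic3 at least 16.5-fold and Gzmc at least 12.2-fold. Of 35 splits 1, the real one, gave as many genes. The count nonetheless rested on single libraries, with 0 genes without control 1 and at most 11 in any fit that left out a library. It was 7 with DESeq2's size factors. A biological explanation was not tested.

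Between RMA and RMA-KR at day 2, 52 genes differed, 30 higher and 22 lower in RMA. Genes lost from libraries of low complexity might add to such a list. Of the 52 genes 12 (23.1%) were at or under 3 counts in all libraries of a group, against 2 of the 306 genes changed in late RMA (0.7%). In at least 1 library of the group in which they were lower, 13 of the 52 (25%) were at or under 3 counts. A loss down to that floor cannot explain the other 39, and the 13 stay open. A partial loss that leaves more than 3 counts was not measured. Of the 10 possible splits 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The count was 192 without RMA early 3 and 8 without RMA-KR early 2. Of the 192 genes 145 were lower in RMA, and 59 of these were at or under 3 counts in both RMA early 1 and RMA early 2, the 2 libraries with the largest share of abundant genes at 0 counts (0.623% and 0.941%). The loss of genes from these 2 libraries may thus account for part of the higher count without RMA early 3. With only these 6 libraries in the model it was 0. The change from early to late was also compared between the models, and there 0 genes passed (1777 with an unadjusted p under 0.05). Without RMA early 3, 57 genes passed.

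Among values of single genes and libraries, 6 stood far from the rest of their group out of 81 groups examined, where chance gives about 4. Itgad was at 18.5 normalized CPM in RMA-KR intermediate 2 and between 41.4 and 48.1 in the other 4 libraries. Ifi27l2a was at 6.00 in control 3 against at most 0.772 in the other controls, and its log2 fold change in late RMA was 7.38 without that library. Kdelc1 was at 9.69 in control 3 against at most 2.96. Ttk was at 5.39 in RMA-KR intermediate 3 against at most 1.08, and Peg13 at 77.8 in RMA-KR intermediate 4 against at most 33.2. Mitochondrial genes took 1.30% of the counts in RMA-KR intermediate 1 and at most 1.08% in the other libraries of that group. Over all libraries the share was highest in RMA-KR late 3, at 1.71%. In RMA-KR late 3, 0.406% of abundant genes were at 0 counts, against 0% in the other late libraries. With 6 found and 4 given by chance, no cause was tested.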

How the results depend on the processing

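Unless a cause is given, the cause of a change with the processing was not tested. The term for a handling difference and all alternatives for the comparison of the intermediate groups were chosen after seeing the data.

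The direction of single genes was the most stable part of the results. With DESeq2's size factors in place of TMM, 303 of the 306 genes called in late RMA and 167 of the 168 in late RMA-KR were called again. The 55 results for single genes of the late comparisons then stayed on their side of the threshold. Some other settings kept fewer calls. The replicate block kept 197 of the 306 and 96 of the 168, and only the libraries compared kept 291 and 87. Fits that left out a library kept from 125 to 281 in RMA and from 71 to 116 in RMA-KR. Over all alternatives and fits that left out a library, 577 of 726 results for single genes stayed the same, 101 became weaker, 45 became stronger and 3 reversed. The 3 were small changes in late RMA that had not passed: Nt5e (0.12) went to −0.21 without control 2 and −0.28 without RMA late 3, in a range up to 0.51, and Tox (0.11) went to −0.033 without RMA late 1, in a range up to 0.26. Scaling moved the median log2 fold change of all genes by less than 0.1 in each comparison, from −0.19 to −0.19 in late RMA and from −0.18 to −0.17 in late RMA-KR.

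The number of genes past the threshold depended strongly on the test. With DESeq2's defaults it was 601 for late RMA and 459 for late RMA-KR against control, 42 between them, 60 for RMA early, 620 for RMA intermediate, 148 for RMA-KR early, 24 for RMA-KR intermediate, 297 between the early groups, 137 for the difference in the change from early to late and 305 between the intermediate groups. With betaPrior=TRUE the numbers were 529, 359, 12, 24, 520, 99, 21, 234, 72 and 199 in the same order. With no filter on low counts, where edgeR also tests genes with almost no counts, they were 472, 394, 28, 88, 477, 110, 56, 188, 115 and 272. With at least 10 counts in every library, which tests fewer genes, 79 genes differed between the early groups and 5 in the change from early to late.

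With only the libraries of the compared groups in the model, 573 genes passed in late RMA and 762 in RMA intermediate. The same setting gave 118 in late RMA-KR, 7 in RMA-KR early, 0 in RMA-KR intermediate and 0 between the early groups. DESeq2's size factors gave 7 genes in RMA-KR early. The handling term gave 7 in RMA-KR early, 0 in RMA-KR intermediate and 53 between the intermediate groups.

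The replicate number as a replicate block gave 100 genes in late RMA-KR, 0 in RMA-KR early, 1 in RMA-KR intermediate, 17 between the early groups, 42 between the intermediate groups and 2 for the change from early to late. The labels share only a number between groups. The residuals of libraries with the same number had a median correlation of −0.007 over 64 pairs, from −0.118 to 0.202, against 0.003 over 181 other pairs, from −0.229 to 0.181. The block thus removes degrees of freedom without a shared source of variation being seen, and the lost calls say nothing about the size of the changes.

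Leaving out each library in turn changed the counts more than most settings. The count ran from 127 (without RMA late 2) to 457 (without RMA late 3) in late RMA, from 71 (without control 2) to 152 (without RMA-KR late 3) in late RMA-KR, and from 0 to 2 (without RMA-KR late 2) between them. It ran from 0 to 86 (without RMA early 3) in RMA early, from 166 to 226 in RMA intermediate, from 0 to 11 in RMA-KR early and from 0 to 4 in RMA-KR intermediate. Between the early groups it ran from 8 (without RMA-KR early 2) to 192 (without RMA early 3), for the change from early to late from 0 to 57 (without RMA early 3), and between the intermediate groups from 34 (without RMA-KR intermediate 4) to 70. Most of these fits have fewer libraries per group and lose calls for that reason. The higher counts without RMA late 3 and RMA early 3 have another source. A loss of genes was examined only for the 192 between the early groups, where it may account for part of the count. No source was tested for the other higher counts.

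The correlation of the late changes (0.494) was 0.693 with betaPrior=TRUE, 0.539 with no filter, 0.715 with at least 10 counts in every library and 0.635 with only the libraries compared. It ran from 0.457 (without RMA late 1) to 0.555 (without RMA late 3) across the fits that left out a library. With the 4 controls divided between the comparisons in the 6 possible ways it was 0.151, 0.146, 0.118, 0.025, 0.169 and 0.171. The fall follows from the construction, since no control is then shared.

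For gene lists, the values are adjusted p. In late RMA the estimated correlation gave 0.082 for the IL-2 and IL-15 genes, 0.0524 for the IL-12 and IL-18 genes and 0.111 for the effector genes, which no longer passed. The checkpoint genes gave 0.167 with at least 10 counts in every library, where fewer of them are tested, and the activating receptor and signaling genes passed with no filter (0.0379). In late RMA-KR the interferon-stimulated genes gave 0.139 with the estimated correlation and 0.143 with fry, and the IL-12 and IL-18 genes 0.159 and 0.208. With no filter the IL-2 and IL-15 genes (0.0212) and the effector genes (0.00892) passed. The signaling genes, which had not passed, changed direction with at least 10 counts in every library (0.536), with fry (0.438) and without control 1 (0.826).

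Between late RMA and late RMA-KR, the estimated correlation gave 0.414 for the S and G2/M genes, 0.0946 for the interferon-stimulated genes, 0.0641 for the checkpoint genes and 0.414 for the effector genes. Fry gave 0.264 for the S and G2/M genes and 0.251 for the effector genes. With at least 10 counts in every library the checkpoint genes gave 0.241, the exhaustion genes 0.159 and the effector genes 0.0772, and with DESeq2's size factors the effector genes gave 0.0506. The S and G2/M and exhaustion genes passed in both late comparisons with control, as did the interferon-stimulated genes in late RMA, under every alternative run for gene lists. They also passed in every fit that left out a library.

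Leaving out each library in turn moved other lists across the threshold. The signaling genes ran from 0.00676 (without RMA late 3) to 0.446 in late RMA, from 0.185 to 0.882 in late RMA-KR, and from 0.0221 (without RMA late 3) to 0.644 between them. In late RMA-KR the IL-2 and IL-15 genes ran from 0.0305 to 0.326. The IL-12 and IL-18 genes ran from 0.000933 to 0.123, and the effector genes from 0.00366 to 0.536, both highest without control 4. No gene list was tested with the handling term. Between the models the S and G2/M genes ran from 1.2e-08 to 0.325 (without RMA late 2) and lost their call in 4 of 6 fits, the IL-2 and IL-15 genes from 0.0221 to 0.537, the IL-12 and IL-18 genes from 0.0205 to 0.598, the checkpoint genes from 0.00464 to 0.125 (without RMA-KR late 1), and the effector genes from 0.00548 to 0.389 (without RMA-KR late 1), with the call lost in 4 of 6 fits.

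The depth limits what can be said of rare transcripts. Of the 45237 genes listed, 37.8% had enough counts to be tested, and for genes at the floor of 3 counts only a lower bound of the fold change can be given. Every alternative set before the data were examined was run. With at least 10 counts in every library, genes such as Lag3, Havcr2, Mki67 and Pbk were not tested and have no value there.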

Differences from the paper's values

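Counts of genes are taken as different here when one is more than 1.5 times the other, so that sizeable gaps below that are not listed. For the comparison of late RMA with late RMA-KR, the paper gives 16 differentially expressed genes, and 0 passed here with edgeR's quasi-likelihood test. Table S1 lists 12 genes for it, 5 higher and 7 lower in RMA, against 0, 0 and 0 here. With DESeq2 and betaPrior=TRUE, the options named in the paper's methods, 16 genes passed the adjusted p and 12 passed the fold change as well, 5 higher and 7 lower, and the 16 are those labelled in Fig. 4A. None of the other alternatives set before the data were examined closed this gap. DESeq2's defaults gave 46 genes by adjusted p and no filter on low counts gave 37.

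For late RMA against control, table S1 lists 520 genes, the paper's count, against 306 here, and 187 lower genes against 63. The number of higher genes was 333 in table S1 and 243 here, a gap below 1.5 times. The count of changed genes came within 1.5 times of the paper's, above or below it, with DESeq2 defaults (601), betaPrior=TRUE (529), no filter (472), at least 10 counts in every library (377), only the libraries compared (573), the adjusted p alone (455) and without RMA late 3 (457), and not with DESeq2's size factors, the replicate block or the other fits that left out a library. For lower genes the same alternatives closed the gap (192 with betaPrior=TRUE), apart from the adjusted p alone (89) and the fit without RMA late 3 (102). For late RMA-KR against control, table S1 lists 352 genes, 224 higher and 128 lower, against 168, 123 and 45 here. Closest were betaPrior=TRUE with 359, 228 and 131. The total was also within 1.5 times of the paper's with DESeq2 defaults (459) and no filter (394), the higher genes with DESeq2 defaults (236), no filter (269) and the adjusted p alone (152), and the lower genes with no filter (125). No other alternative set before the data were examined closed these gaps. Of the genes called here, 286 of the 306 and 163 of the 168 are in table S1. With betaPrior=TRUE it was 520 of 529 and 351 of 359.

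The log2 fold changes of table S1 were compared with 37 fitted values of genes named here, where a gene counts once in each comparison. All 37 had the same direction, 18 differed by more than the standard error, and 0 differed with betaPrior=TRUE, which draws fold changes toward 0. With betaPrior=TRUE and all 4 controls, late RMA gave 1.956 for Mki67, 3.822 for Spp1 and 4.582 for Pbk, equal to the paper's values. This goes with all 4 controls in the authors' fit. No fit with these options left out a control. In late RMA the paper's values and those found here were 1.956 and 3.19 for Mki67, 3.822 and 4.77 for Spp1, 4.582 and 6.79 for Pbk, 3.85 and 5.88 for Ifi27l2a, 4.074 and 5.86 for Prr11, and 3.027 and 5.38 for Ttk. In late RMA-KR they were 1.975 and 2.94 for Lag3, 1.932 and 3.13 for Mki67, 4.071 and 5.05 for Spp1, 3.892 and 5.89 for Pbk, 3.615 and 4.12 for Serpine2, 3.122 and 5.79 for Tbc1d4, 3.567 and 5.21 for Prr11, 2.762 and 4.34 for Spag5, −2.743 and −4.26 for Cdh22, −2.247 and −3.55 for Kcnj8, and −2.549 and −3.25 for Lrba. Between RMA and RMA-KR they were −2.837 and −5.88 for Igkc. A gap counts as closed when it is within the standard error of that fit. Apart from betaPrior=TRUE, the replicate block closed the gap for Serpine2 (3.99) and Prr11 (4.90) in RMA-KR, and only the libraries compared for Serpine2 (4.14), where the value was no closer and the standard error was larger. Single fits that left out a library closed it for Mki67 and Spp1 in RMA, and for Lag3, Mki67, Serpine2, Prr11, Kcnj8, Lrba and Igkc. The remaining alternatives set before the data were examined closed none of these gaps.

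The paper states that Lag-3 and TIGIT are up-regulated in tumor-bearing mice according to table S1. Tigit passed here in both models. Lag3 passed in neither, with log2 fold changes of 2.24 (adjusted p = 0.208) in RMA and 2.94 (adjusted p = 0.112) in RMA-KR. It passed in RMA-KR with betaPrior=TRUE (adjusted p = 0.019), with DESeq2's defaults (adjusted p = 0.0475), with no filter and with only the libraries compared, and in RMA with the last 2 of these. The paper counts Tox among the factors of the signature induced by lymphoma growth and describes the signature as similar in both models. It also reports slightly more Tox in the dysfunctional cells, and an enrichment of exhaustion modules that was sometimes more significant in RMA-KR. The higher Tox and exhaustion list in RMA-KR go with these reports, and what differs is that Tox did not pass in late RMA. Tox had a log2 fold change of 0.11 (adjusted p = 0.896) in late RMA and passed in late RMA-KR alone, and the exhaustion list was lower in RMA than in RMA-KR by a median of −0.56 (adjusted p = 0.00392).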

Other observations

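The tests of RNA from other cell types and of the later day of the RMA-KR libraries were chosen only after the result was seen.

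The counts of changed genes at the late stage were compared with other splits of the same libraries. Of 35 splits 1, the real one, gave as many genes as the 306 of late RMA against control, and the largest other count was 19. For late RMA-KR against control it was 1 of 35, with 24 as the largest other count. Between late RMA and late RMA-KR, where 0 genes passed, the splits were compared by their 1249 genes with an unadjusted p under 0.05. Of the 10 splits 2 gave as many, and 10 splits cannot give a share under 0.1. At day 2, RMA against control gave 0 genes past the threshold (smallest adjusted p 0.0769) and 1204 with an unadjusted p under 0.05. Of 35 splits, 4 gave as many, so that chance is enough for that number. Without RMA early 3, 86 genes passed. For the change from early to late, compared between the models by unadjusted p, 12 of 100 of the 200 splits gave as many as the 1777 of the real one.

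The shared direction of the changes in late RMA and late RMA-KR was set against 2 explanations, the shared controls and cell division alone. If the shared controls alone produced it, unchanged groups simulated against them would reach the correlation of 0.494, but the highest simulated correlation was 0.435. Each gene was drawn independently, so differences that many genes of a control library share are not in the simulation. Its highest value is thus no firm limit. Among as many top genes as the 306 called, the simulations gave a median of 85.6% and at most 89.5% in the same direction, against 305 of 306 here. In these simulations unchanged groups thus reach most of the correlation over all genes, but not the share of called genes with the same direction. For cell division alone, the genes without a cell cycle term were examined, and 99.5% of them (208 of 209) changed in the same direction. This cannot decide on cell division, because genes that change with division can lack such a term. The 89.5% that shared controls gave at most was simulated for as many top genes as the 306. No such level was simulated for the 209 genes alone. A response to tumor growth that does not need recognition, as the paper proposes, may remain as a hypothesis. It was found and tested on the same libraries, and all libraries of a tumor group were collected at the same day.

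RNA from other cell types was considered for the genes higher at the late stage. Such cells would bring their own abundant transcripts. The higher genes rose by a median of 91.0 normalized CPM in RMA and 84.4 in RMA-KR. Of 60 marker genes of B cells, T cells, macrophages and monocytes, granulocytes and red blood cells that were below 10 in controls, 0 rose by as much in either comparison. Their largest rises were 9.27 (Cd3g) in RMA and 51.8 (Igkc) in RMA-KR. These values argue against those cells as the source of the higher genes as a whole, and leave open a source for single genes. Markers above 10 in controls were left out of this count. Ighm was at 303 in controls, 347 in RMA and 425 in RMA-KR, and Trbc1 at 261, 347 and 308. Tcf7 was lower in both, at 56.2, 40.5 and 49.4. RNA of the tumor cells, a T cell lymphoma, was examined only through the T cell markers, so this source stays open. Among the 243 and 123 higher genes, 2 are in these marker lists in each comparison, Car2 and Ctss, out of 39 marker genes tested. Car2, a gene of the red blood cell list, was at 363 in controls, 803 in RMA and 804 in RMA-KR. The 10 other genes of that list below 10 in controls rose by at most 0.711 (Hbb-bs) in RMA and 0.65 (Alas2) in RMA-KR. These values argue against RNA of red blood cells as the whole source of the rise of Car2. Other sources were not tested. Ctss, a gene of the macrophage and monocyte list, was at 60.4 in controls, 204 in RMA and 132 in RMA-KR. Of the 14 other genes of that list below 10 in controls, 0 rose by as much as Ctss. Lyz2, an abundant transcript of these cells, rose the most among the 14 in both comparisons, from 0.621 in controls to 5.22 in RMA and 3.86 in RMA-KR. Cd68, at 11.1 in controls, rose with Ctss to 33.6 in RMA and 57.9 in RMA-KR, which goes with such cells. The 14 genes argue against RNA of macrophages or monocytes as the whole source of the rise of Ctss, and a smaller contribution stays open. A change within NK cells was not tested.

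Igkc was at 134 and 26.3 normalized CPM in RMA-KR late 2 and 3 and at most 2.80 in the other late and control libraries. RNA from plasma cells is a candidate source. Of 11 other plasma cell genes, 1 was higher in both libraries than in all other late and control libraries: Jchain, at 17.7 and 13.8. In RMA-KR late 2, Ighg2b, Ighg2c and Ighg3 were at 116, 107 and 15.2, against at most 1.96, 1.69 and 1.07 in the other late and control libraries apart from RMA-KR late 3, so that the immunoglobulin genes of this library go with plasma cells. In RMA-KR late 3 the same 3 genes were at 0, 0.0964 and 0.193. RMA-KR early 1 held 59.1 of Igkc and 76.7 of Igha. Plasma cells and another source cannot be told apart for the 2 libraries together, because these genes rise in only one of them, and because Xbp1 and Creld2 are already high in control NK cells. Over the whole list, the median log2 fold change with bounds was −0.52 in late RMA and 0.66 in late RMA-KR.

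Checkpoint and exhaustion lists were higher in late RMA-KR (day 14) than in late RMA (day 9). If the day were the cause, the lists would rise with the day within a tumor. From intermediate to late, the exhaustion list rose by a median of 0.17 in RMA and 0.52 in RMA-KR, and the checkpoint list by 0.22 and 0.71. From early to late, the exhaustion list rose by 0.41 in RMA and 0.40 in RMA-KR, and the checkpoint list by 0.44 and 0.57. In RMA-KR both lists thus rose less from day 2 than from day 7, which is not a steady rise with the day. The later day and the tumor cannot be told apart, because no day was sampled in both models at this stage.

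For checkpoint proteins that the paper measured by flow cytometry, the RNA was as follows. Havcr2, which encodes Tim-3, was at or under 3 counts in every control. It was at least 30.2-fold higher in late RMA (adjusted p = 0.0667) and at least 80.7-fold higher in late RMA-KR (adjusted p = 0.0525), at 10.7 ± 8.22 and 28.7 ± 13.4 normalized CPM (SD, n = 3). Under the other settings Havcr2 passed in 3 of 6 in each model. The adjusted p ran from 8.63e-09 with no filter on low counts to 0.516 with DESeq2 and betaPrior=TRUE in RMA. In RMA-KR the same settings gave 2.02e-11 and 0.191. Nt5e, which encodes CD73, had log2 fold changes of 0.12 (SE 0.77, adjusted p = 0.976) in RMA and 1.82 (SE 0.77, adjusted p = 0.323) in RMA-KR. Between the models the log2 fold change of Nt5e was −1.70 (adjusted p = 0.655), and its libraries overlapped, with 88.2, 10.8 and 51.0 in the 3 RMA-KR libraries. For Tox, the earlier RMA-KR libraries were at 114 ± 27.0 (SD, n = 3) at day 2 and 94.1 ± 9.31 (SD, n = 5) at day 7, against 72.9 ± 11.0 (SD, n = 3) and 62.7 ± 18.9 (SD, n = 3) in RMA.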
